# Oestrogen receptor α AF-1 and AF-2 domains have cell population-specific functions in the mammary epithelium

**DOI:** 10.1038/s41467-018-07175-0

**Published:** 2018-11-09

**Authors:** Stéphanie Cagnet, Dalya Ataca, George Sflomos, Patrick Aouad, Sonia Schuepbach-Mallepell, Henry Hugues, Andrée Krust, Ayyakkannu Ayyanan, Valentina Scabia, Cathrin Brisken

## Abstract

Oestrogen receptor α (ERα) is a transcription factor with ligand-independent and ligand-dependent activation functions (AF)-1 and -2. Oestrogens control postnatal mammary gland development acting on a subset of mammary epithelial cells (MECs), termed sensor cells, which are ERα-positive by immunohistochemistry (IHC) and secrete paracrine factors, which stimulate ERα-negative responder cells. Here we show that deletion of AF-1 or AF-2 blocks pubertal ductal growth and subsequent development because both are required for expression of essential paracrine mediators. Thirty percent of the luminal cells are ERα-negative by IHC but express *Esr1* transcripts. This low level ERα expression through AF-2 is essential for cell expansion during puberty and growth-inhibitory during pregnancy. Cell-intrinsic ERα is not required for cell proliferation nor for secretory differentiation but controls transcript levels of cell motility and cell adhesion genes and a stem cell and epithelial mesenchymal transition (EMT) signature identifying ERα as a key regulator of mammary epithelial cell plasticity.

## Abstract (web summary)

Oestrogen receptors α (ERα) are expressed in a subset of mammary epithelial cells. Here, the authors identify cells with low-ERα protein levels and show that distinct cell populations have distinct requirements for the AF1 and AF2 domains of the ERα, and ERα acts in a biphasic manner dependent on developmental stage.

## Introduction

Oestrogens, 17β-estradiol (E2) and its metabolites, are pivotal for the development and the physiology of the breast and impinge on breast carcinogenesis. The oestrogen receptor α (ERα) is expressed in 40% of the luminal cells that make up the inner layer of the mammary epithelium surrounded by basal/myoepithelial cells^1^. Oestrogens drive pubertal development in the mouse mammary gland and induce expression of the progesterone receptor (PgR), activation of which drives cell proliferation during subsequent oestrous cycling and pregnancy. Both hormones rely on paracrine factors to activate stem cells and induce proliferation of other mammary epithelial cells (MECs)^2^.

The ERα belongs to the nuclear receptor family and is composed of six modular domains, namely, A to F^3^. Ligand-independent and ligand-dependent activation functions, AF-1 and AF-2 map to the A/B and E domains, respectively^4,5^. Ligand-independent signalling results from phosphorylation of different serine residues in AF-1 by for instance MAPK^6^, GSK-3^7^ or cyclinA/cdk2^8^. Upon activation, the receptor dimerises and translocates to the nucleus where it interacts either directly with the DNA via specific DNA sequences known as the oestrogen response elements, or indirectly via DNA-binding proteins like AP-1^9^. Full ligand-dependent transcriptional activity relies on synergistic activities of AF-1 and AF-2^5^. A small fraction of the ERα is found at the plasma membrane; it elicits rapid, non-genomic responses, which modulate multiple signalling pathways and create cross-talk between membrane and nuclear ERα^10^.

More than 70% of all breast cancers express the ERα and this is exploited therapeutically. The most widely used agent, tamoxifen, antagonises AF-2^11^ and agonises AF-1^12^, and is used in primary and secondary breast cancer prevention. Most insights into the molecular mechanisms underlying ERα signalling stem from in vitro studies with ERα-positive (ERα+) breast cancer cell lines, in particular MCF-7 cells which express very high levels of the receptor and are exquisitely sensitive to E2. How ER signalling occurs in vivo in normal and cancerous tissue is poorly understood. To dissect the different aspects of ERα signalling in vivo, mice lacking specifically the AF-1 domain (*AF-1*^0^)^13^ or the AF-2 domain (*ERαAF-2*^0^)^14^ were generated and compared to mice lacking the entire ERα (*ERα*^*−/−*^); all three strains are viable but have impaired reproductive functions, and distinct organ defects^13–15^. The role of the AF-1 and the AF-2 domains in the mammary epithelium was not analysed. Using *ERα*^*−/−*^ mice, we have previously shown that ERα is required for ductal elongation in the mammary epithelium^16^.

Here, we explore the role of AF-1 and AF-2 vs. intact ERα signalling in mammary gland development; we demonstrate differential roles that are dependent on cell type and/or ERα protein levels and uncover important functions of the ERα in apparently ERα-luminal responder cells.

## Results

### Mammary gland development in ERαAF-1^0^ and ERαAF-2^0^ mice

To assess the impact of germ-line deletion of ERα ligand-dependent, AF-2, vs. ligand-independent, AF-1, genomic actions on mammary gland development, we analysed mammary glands of *AF-1*^0^ and *AF-2*^0^ females and their respective *WT* littermates (Fig. 1a) at critical developmental stages using whole-mount stereomicroscopy (Fig. 1b, Supplementary Figure 1a–d). Before the onset of ovarian function, on postnatal day 21, all females had rudimentary ductal systems (Supplementary Figure 1a) with on average 4.7% fat pad filling in *WT* and <3% fat pad filling in the ERα mutant littermates (Fig. 1c, Supplementary Figure 1a). In pubertal, that is 4- to 7-week-old *WT* females, rapidly growing ductal tips enlarged to form terminal end buds (TEBs) and ducts extended beyond the sub-iliac lymph node to fill 61% of the fat pad (Fig. 1b, c). In *AF-1*^0^ and *AF-2*^0^ littermates, no TEBs were found and fat pad filling remained <3% (Fig. 1b, c). In adult, 8- to 12-week-old *WT* females, fat pads were filled up to 80%, in their *AF-1*^0^ and *AF-2*^0^ littermates to 5.1% and 3% only, respectively (Fig. 1c, Supplementary Figure 1b). In older *WT* females, which have been exposed to repeated oestrous cycle related peaks of E2 and progesterone, side branching occurred (Supplementary Figure 1c, d; Fig. 1c) whereas the block of ductal growth persisted in *AF-2*^0^ females (Supplementary Figure 1b, c) as observed in *ERα*^*−/−*^ females^16^. In older *AF-1*^0^ females, few ducts occasionally extended beyond the lymph node (Supplementary Figure 1c, d, Fig. 1c). Mutant ducts were atrophic with decreased ductal diameters (Supplementary Figure 1c, d) but structurally intact with luminal and basal cell layers as revealed by histological analysis (Supplementary Figure 1e). Immunohistochemistry (IHC) revealed expression of ERα protein in *AF-1*^0^ and *AF-2*^0^ mammary epithelia at levels comparable to *WT* controls (Fig. 1d), as reported for their uteri^13,14^. This excluded the possibility that the mutant ERα proteins were unstable and their expression in MECs was reduced or lost. Thus, the phenotypes reflect the specific deletions of AF-1 or AF-2 domain and show that both are required for ERα function during ductal elongation.

**Fig. 1:**
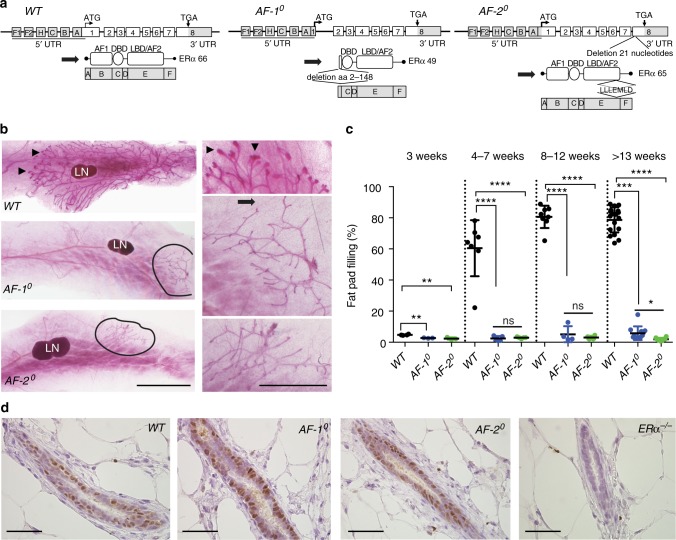
Mammary gland phenotype of *AF-1*^0^ and *AF-2*^0^ mice. **a** Schematic representation of the mutant genomic loci and the ERα proteins expressed in *WT* mice, *AF-1*^0^ mice with deletion of amino acids 2–148, and *AF-2*^0^ mice with deletion of amino acids 543–549. Only the main protein initiated by the translational initiation codon in exon 1 on amino acid 1 (ATG) is shown for each genotype. The less abundantly expressed protein is initiated in exon 2 on amino acid 178. **b** Whole-mount stereomicrographs of inguinal mammary glands from 7-week-old *WT*, *AF-1*^0^ and *AF-2*^0^ females. Arrowheads indicate TEBs. Black lines mark the borders of the ductal outgrowth. Scale bars: 5 mm (left), 2 mm (right). LN sub-iliac lymph node. **c** Dot plot showing extent of fat pad area filled by the engrafted *WT*, *AF-1*^0^ and *AF-2*^0^ epithelia at different developmental stages (*n* = 3–18). Shown are means ± SEM; unpaired, two-tailed, Student’s *t* test, ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, ^****^p < 0.0001, n.s. not significant. **d** ERα IHC of mammary glands from 3-week-old *WT*, *AF-1*^0^, *AF-2*^0^ and *ERα*^*−/−*^ mice. Representative pictures of glands analysed from three females of each genotype are shown. Scale bar: 100 μm

### Endocrine disturbances in *AF-1*^0^ and *AF-2*^0^ mice

Adult *AF-1*^0^, *AF-2*^0^ and *ERα*^−/−^ female mice were reported to have increased serum levels of E2, luteinizing hormone and testosterone as measured by radioimmunoassay^17^. Our finding that mammary gland development was already affected before puberty begged the question whether endocrine disturbances may occur earlier. As plasma steroid hormone levels are very low prior to puberty, we used liquid chromatography tandem–mass spectrometry (LC–MS). We confirmed that both E2 and testosterone levels increased significantly in all three mutants in adulthood. E2 was detected at levels of 12 pg/ml in plasma of *WT* females and increased almost 2-fold in *AF-1*^0^ and threefold in *AF-2*^0^ and *ERα*^*−/−*^ females. Testosterone levels raised from on average 0.1 ng/ml in plasma of *WT* females to 0.7 ng/ml plasma levels in *AF-1*^0^, 1.5 ng/ml in *AF-2*^0^ and 1.4 ng/ml in *ERα*^*−/−*^ females (Fig. 2a). Plasma progesterone levels varied in *WT* females due to oestrous cycling not observed in the mutants in which ovarian cycles are not established. All three mutants had decreased 11-deoxycorticosterone levels while 17-OH-progesterone levels were increased in *ERα*^−/−^ females (Fig. 2a).

**Fig. 2:**
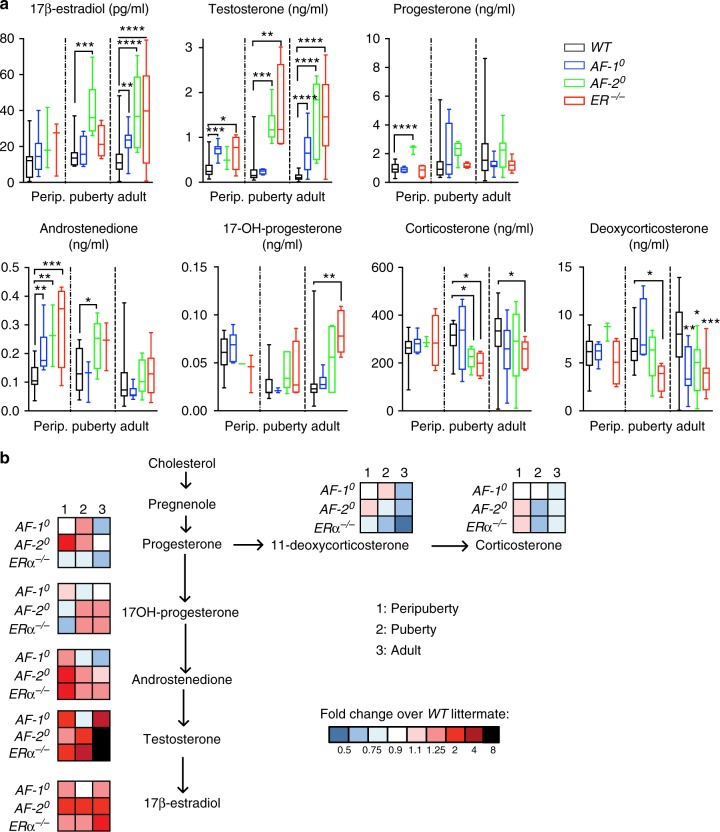
Steroid hormone levels in *ERα* *AF-1*^0^, *ERα* *AF-2*^0^ and *ERα*^−/^^−^ mice. **a** Box plots showing plasma levels of 17-β-estradiol, testosterone, progesterone, androstenedione, 17-OH-progesterone, corticosterone and deoxycorticosterone determined by LC/MS measured in peripubertal (3-week old), pubertal (4- to 7-week old) and adult (>8-week old) *WT*, *AF-1*^0^, *AF-2*^0^ and *ER*α^−/−^ females (*n* = 3–25). Horizontal lines outside the boxes depict minimum and maximum values, upper and lower borders of the boxes represent lower and upper quartiles, and the line inside the box identifies the median. Unpaired, Mann–Whitney test. **b** Mean serum levels of the different steroids (shown in **a**) were plotted relative to average levels in *WT* littermates in the context of major biosynthetic pathways. Colour code represents fold changes over levels in the *WT* littermates

Progesterone levels increased specifically in peripubertal *AF-2*^0^ females whereas androstenedione levels increased in peripubertal *ERα*^−/−^ and pubertal *AF-2*^0^ females (Fig. 2a). Testosterone was significantly increased in peripubertal *AF-1*^0^ females. Hence, complex alterations of the endocrine milieu occurred already before and during puberty.

An overall analysis of the average fold-changes in steroid levels in *ERα* mutants compared to *WT* and heterozygous littermates in relation to their biosynthetic pathways revealed comparable decrease of plasma levels of the progesterone derivatives, 11-deoxycorticosterone and corticosterone, in all mutants in adulthood (Fig. 2b). The levels of E2 and its precursors 17OH-progesterone, androstenedione, and testosterone, were close to *WT* levels in *AF-1*^0^ mice but deviated similarly in *ERα*^−/−^ and *AF-2*^0^ females are in line with negative feedback loops of the E2 biosynthetic pathway being regulated by ligand-dependent ER activity.

### Mammary epithelial-intrinsic role of AF-1 and AF-2 domains

The systemic effects of the germ-line mutations and the resulting complex endocrine abnormalities confounded the interpretation of the mammary gland phenotype. To assess the MEC intrinsic requirement of each domain, we grafted fragments of ducts from *AF-1*^0^*.GFP*^*+*^ or *AF-2*^0^*.GFP*^*+*^ and *WT.GFP*^*+*^ littermates into contralateral inguinal mammary glands of 3-week-old *WT* hosts surgically divested of endogenous epithelium^18^. Fluorescence stereomicroscopy of the engrafted glands 10 weeks after surgery showed that grafted *WT* epithelia filled the fat pads (Fig. 3a, e) but the *AF-1*^*0*^*.GFP*^*+*^ fragments failed to grow (Fig. 3b, e). During pregnancy, *WT.GFP*^*+*^ grafts formed complex ductal trees with alveoli (Fig. 3c, e). Only 1 out of 5 *AF-1*^0^*.GFP*^*+*^ grafts showed some ductal growth with 15% fat pad filling; alveoli were absent (Fig. 3d, e). When the *WT* grafts developed normally (Fig. 3f, h, j), the contralateral *AF-2*^0^*.GFP*^*+*^ grafts grew neither in nulliparous nor pregnant hosts (Fig. 3g, i, j). Thus, both AF-1 and AF-2 are required in MECs for ductal outgrowth^19,20^, side branching, and alveologenesis. AF-1 abrogation is compatible with limited ductal elongation during pregnancy, whereas *AF-2*^0^ MECs fully recapitulate the *ERα*^*−/*−^ MEC phenotype with a complete developmental block^16^.

**Fig. 3:**
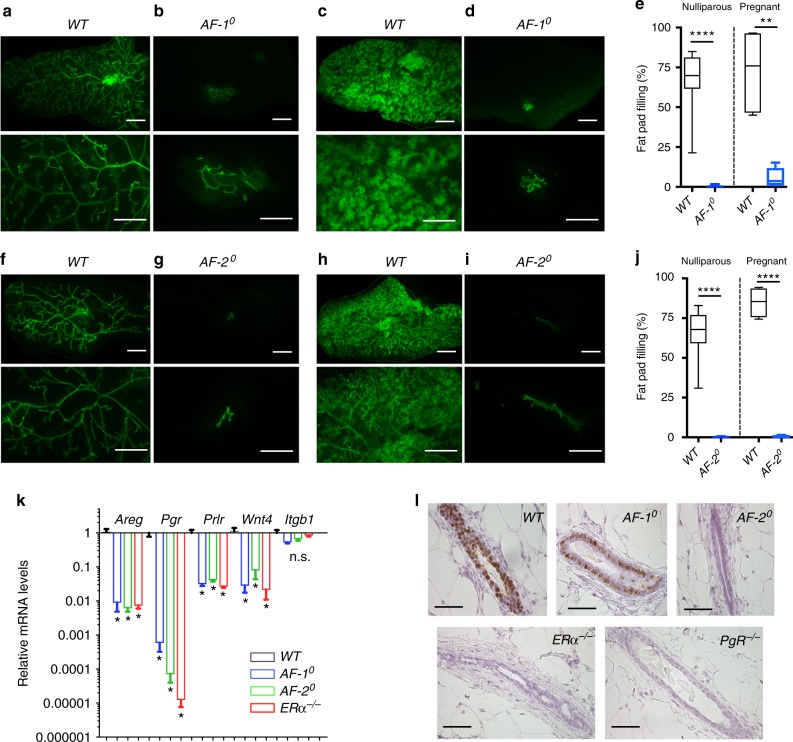
Mammary epithelial-intrinsic role of the ERα AF-1 and AF-2 domains. **a–d** Fluorescence stereomicrographs of contralateral inguinal mammary fat pads engrafted with mammary epithelium from *AF-1*^0^*.GFP*^*+*^ or *WT.GFP*^*+*^ littermates. Nulliparous (**a**, **b**) and day 16–18 pregnant (**c**, **d**) recipients are shown. Scale bars; 5 mm (top), 2 mm (bottom). **e** Box plot showing extent of fat pad filling by the engrafted epithelia in virgin (*n* = 18) and pregnant (*n* = 5) recipients. **f–j** Fluorescence stereomicroscopy of contralateral inguinal mammary fat pads engrafted with mammary epithelium from *AF-2*^0^*.GFP*^*+*^ or *WT.GFP*^*+*^ littermates. Nulliparous (**f**, **g**) and (P16–18) pregnant (**h**, **i**) recipients are shown. Scale bars; 5 mm (top) 2 mm (bottom). **j** Box plot showing extent of fat pad filling by the engrafted epithelia in virgin (*n* = 10) and pregnant (*n* = 4) recipients. For both box plots, horizontal lines outside the boxes depict minimum and maximum values, upper and lower borders of the box represent lower and upper quartiles and the line inside the box identifies the median. **k** Bar plot showing relative transcript levels of the ERα target genes *Areg*, *Pgr1*, *Prlr* and *Wnt4*, and a control gene, *Itgb1*, normalised to *36b4* and *Hprt* in mammary glands from peripubertal *WT*, *AF-1*^*0*^, *AF-2*^*0*^ and *ERα*^*−/−*^ females. Data are shown as means ± SEM of three independent experiments. Paired two-tailed Student’s *t* test, ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, ^****^p < 0.0001, n.s. not significant. **l** PgR IHC of mammary glands from 3-week-old *WT*, *AF-1*^0^, and *AF-2*^0^, *ERα*^*−/−*^ and *PR*^*−/−*^ mice. Representative pictures of glands analysed from three females of each genotype are shown. Scale bar; 100 μm

Steroid hormones induce mammary gland development largely through paracrine signalling^2^. *Areg* is an essential mediator of E2-induced cell proliferation during puberty^19^ and *Wnt4* an important activator of stem cells, which can be induced by E2 in pubertal mammary glands^21^. In mammary glands from pubertal age *AF-1*^0^ and *AF-2*^0^ mice, *Areg* and *Wnt4* transcript levels were as low as in their *ERα*^*−/*^^−^ counterparts, i.e.,<1 or 10%, respectively, as compared to *WT* (Fig. 3k). Thus, transcription of *Areg* and *Wnt4* requires both ER*α* AF-1 and AF-2, providing a mechanism for the growth defect in the mutant epithelia. Transcript levels of other ERα targets, *Pgr1*^22^ and *Prlr*^23^, were similarly decreased (Fig. 3k). However, specifically *Pgr1* levels were higher in *AF-1*^0^ than in *AF-2*^0^ and *ERα*^*−/−*^ mammary glands (Fig. 3k). The PgR protein was readily detected by IHC in luminal cells of *WT* and *AF-1*^0^, but not of *AF-2*^0^ or *ERα*^*−/*^^−^ females (Fig. 3l) indicating that PgR expression is largely AF-2 dependent and somewhat AF-1 independent.

We hypothesised that the residual PgR expression in *AF-1*^0^ epithelium may account for the partial outgrowth in this mutant observed in the older females and during pregnancy. To test whether prolonged PgR signalling is sufficient to stimulate ductal growth, we exposed mice bearing *AF-1*^0^*.GFP*^*+*^ and *WT.GFP*^*+*^ epithelial grafts to pregnancy levels of progesterone by implanting slow-release pellets subcutaneously. Serum progesterone levels at sacrifice corresponded to those observed during pregnancy in control animals (Supplementary Figure 2a). While the contralateral *WT.GFP*^*+*^ grafts showed increased side branching (Supplementary Figure 2b) confirming successful delivery of progesterone, the *AF-1*^*0*^*.GFP*^*+*^ epithelial grafts remained rudimentary (Supplementary Figure 2c) indicating that activation of PgR signalling is not sufficient to stimulate ductal elongation in *AF-1*^*0*^ epithelial grafts. These observations support a model where the function of ER+ sensor cells relies on both AF-1 and AF-2 for the transcription of *Areg* and *Wnt4* and potentially other factors and/or cell-intrinsic functions required for ductal elongation.

### The role of ERα in responder cells in ductal outgrowth

We previously reported that when *ERα*^*−/*−^*ROSA26*^*+*^ MECs were mingled with excess *WT* MECs and this mixture was then grafted to cleared mammary fat pads, *ERα*^*−/−*^ MECs contributed to the chimeric outgrowth^16^ and gave rise to the model of sensor and responder cells^24,25^. To compare the ability of *AF-1*^0^, *AF-2*^0^ and *ERα*^*−/−*^ MECs, none of which were able to grow out on their own, to contribute to mammary gland development in the context of excess *WT* MECs that release paracrine and potentially other signals, we co-injected either *ERαWT.GFP*^*+*^ or *ERα mutant*.*GFP*^*+*^ MECs mixed with *WT.DsRed*^*+*^ MECs in a 1:10 ratio (Fig. 4a) into contralateral glands. The resulting *WT.GFP*^*+*^*:WT.DsRed*^*+*^ chimeric glands appeared to 4% GFP+, almost 10 times as many seemed DsRed + (37%), while 59% scored double positive by fluorescence stereomicroscopy (Fig. 4b, c). In the *ERα*^*−/*−^*.GFP*^*+*^:*WT.DsRed*^*+*^ chimeras, only 23% were double positive whereas 77% appeared DsRed+ (Fig. 4b, c). This indicates that *ERα*^*−/*−^*.GFP*^*+*^ MECs are able to proliferate when mixed with *WT.DsRed*^*+*^ MECs, but are less efficient than *ERαWT.GFP*^*+*^ MECs in contributing to ductal outgrowth. This demonstrates that ERα is required not only in the ERα+ sensor cells but also in the apparently ERα- responder MECs.

**Fig. 4:**
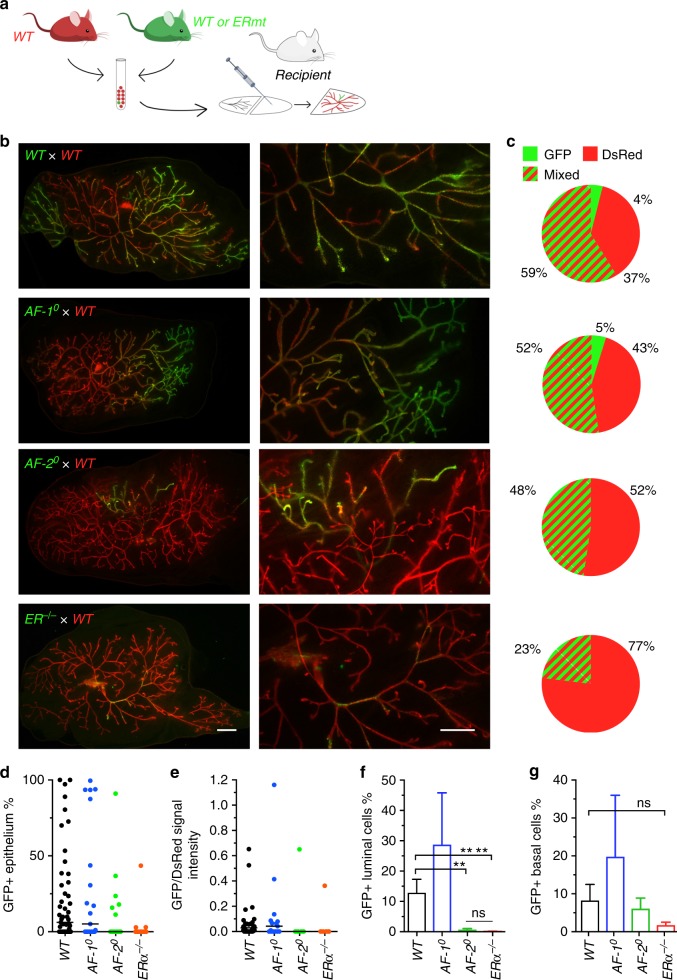
Contribution of *AF-1*^0^, *AF-2*^0^ and *ERα*^−*/*−^ cells to chimeric ducts with *WT* MECs. **a** Scheme of experimental design. After cell dissociation, 10,000 *ERα* mutant (*ERmt*) or *WT GFP*^*+*^ epithelial cells were mixed with 90,000 *WT.DsRed*^*+*^ epithelial cells and injected into the cleared mammary fat pad of peripubertal recipient mice. **b** Representative fluorescence stereomicrographs of chimeric epithelia from *WT.GFP*^*+*^ or *ERα.mutant.GFP*^*+*^ and *WT.DsRed*^*+*^ cells mixed in a 1:10 ratio. Hosts were analysed 10 weeks after engraftment. Scale bars; 1 mm (left) 0.2 mm (right). **c** Pie charts showing the proportion of engrafted mammary glands appearing exclusively DsRed^+^, exclusively GFP^+^, or mixed (red and green stripes) based on evaluation at low (7.8×) magnification of fluorescence stereomicrographs. From top to bottom, *n* *=* 51, 21, 17 and 13. **d** Dot plot showing the percentage of the reconstituted ductal epithelium that is GFP^+^ in virgin mice based on images at 7.8× magnification, (*n* *=* 13–51) bars indicate medians. **e** Dot plot showing the ratio of GFP/DsRed signal intensity of the reconstituted ductal epithelia based on images at 7.8× magnification, bars indicate medians (*n* *=* 29, 15, 7 and 7). **f**, **g** Bar graphs showing flow cytometric analysis of the percentage of GFP^+^ cells in the CD24^high^ CD49f^low^ **f** and CD24^low^ CD49f^high^ **g** cell populations of reconstituted chimeric mammary epithelia. From left to right, *n* = 20, 5, 8 and 6. Shown are means ± SEM; Mann–Whitney test, two-tailed, ^**^p < 0.01, ^****^p < 0.0001, n.s. not significant

To assess whether ERα function in responder cells requires AF-1 and AF-2, we generated chimeras with *AF-1*^0^ or *AF-2*^0^ cells. *AF-1*^0^.*GFP*^*+*^:*WT.DsRed*^*+*^ chimeras were comparable to the *WT* chimeras (Fig. 4b, c). *AF-2*^0^*.GFP*^*+*^*:WT.DsRed*^*+*^ chimeras were more similar to *ERα*^*−/−*^*.GFP*^*+*^:*WT.DsRed*^*+*^ chimeras with 52% appearing DsRed+ only and 48% double positive (Fig. 4b, c). Thus, ERα function in the responder cells is AF-1 independent but AF-2 dependent.

We approximatively evaluated the GFP signal (Fig. 3d) and the ratio of GFP to RFP signal intensities (Fig. 4e) in chimeric epithelia by analysis of a 2D-image of the chimeric gland and showed that the data points were similarly distributed for *WT* and *AF-1*^0^ chimeras whereas they tended to be lower for *AF-2*^0^ and *ERα*^*−/*−^ chimeras (Fig. 4d, e). To determine the contribution of *GFP+* MECs quantitatively, we analysed chimeric glands by FACS. After lineage+ cell depletion, we discriminated CD24^high^CD49f^low^ luminal and CD24^low^CD49f^high^ basal cells^26^. *WT.GFP*^*+*^ cells represented 12.9 ± 3.5% of the luminal and 8.2 ± 2.7% of the basal cell population (Fig. 4f, g) reflecting the original 10% *GFP*^*+*^ cells. The deviation from the predicted 10% may reflect biological variation or cell type-specific differences in expression from the chicken β-actin promoter driving GFP^27,28^. *AF-1*^*0*^*.GFP*^*+*^ MECs contributed similarly to both cell lineages. *AF-2*^0^*.GFP*^*+*^ and *ERα*^*−/−*^*.GFP*^*+*^ cells were significantly less represented with <1% of the luminal cells (Fig. 4f) and 6% and 1.7%, respectively, of the basal cells but the latter failed to reach statistical significance (Fig. 4g).

Thus, while both AF-1 and AF-2 are required for the expression of essential paracrine mediators in sensor cells, the responder cells require ERα but more specifically AF-2; AF-1 is not required in responder cells during ductal elongation.

### The role of AF-1, AF-2 and ERα during pregnancy

During pregnancy, E2 levels increase from <10 to 100 pg/ml^29^ and there is extensive cell proliferation of MECs, which are hormone receptor negative by IHC^30,31^. Fluorescence stereomicroscopy at the end of pregnancy showed that 90% of *WT.GFP*^*+*^*:WT.DsRed*^*+*^ chimeras were mixed while 10% appeared DsRed+ only (Fig. 5a, b). Of the *AF-1*^0^*.GFP*^*+*^*:WT.DsRed*^*+*^ and *AF-2*^0^*.GFP*^*+*^*:WT.DsRed*^*+*^ chimeras 43% scored double positive and 57% DsRed+ only whereas of the *ERα*^−/−^*.GFP*^*+*^ chimeras 67% scored double positive (Fig. 5a, b). Approximate evaluation of the GFP signal (Fig. 5c) and the ratio of GFP to RFP signal intensity (Fig. 5d) based on a 2D image showed similar distributions among the chimeras. Comparison of the contribution of the different mutant cells to that of *WT* cells before and at the end of pregnancy indicates that loss of ERα function promotes cell expansion during pregnancy largely through AF-2, whereas AF-1 loss may have an inhibitory effect on cell expansion. Together, the observations on the chimeric outgrowths suggests that ERα function in the ERα low cells is biphasic with a growth-stimulatory role during puberty and an inhibitory role during pregnancy both of which appear AF-2 dependent and AF-1 independent.

**Fig. 5:**
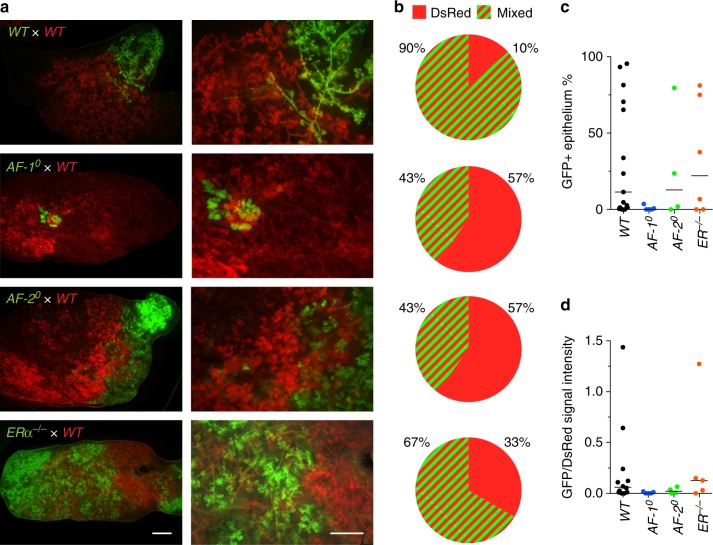
Proliferation of *AF-1*^0^, *AF-2*^0^ and *ERα*^*−/*^^−^ cells in chimeric epithelia during pregnancy. **a** Representative fluorescence stereomicrographs of chimeric epithelia from *WT.GFP*^*+*^ or *ERα mutant.GFP*^*+*^ and *WT.DsRed*^*+*^ cells mixed in a 1:10 ratio. Hosts were analysed at P16–18. Scale bars; 1 mm. **b** Pie charts showing the number of mammary glands presenting only DsRed^+^ epithelial regenerations (red) or mixed ^+^ and GFP^+^ regenerations (red and green stripes) based on evaluation on “low magnification 7.8×” fluorescence stereomicrographs; from top to bottom, *n* *=* 20, 7, 7 and 6. **c** Dot plot showing percentage of area filled with GFP^+^ structures over total area filled in chimeric glands during pregnancy; evaluation at 7.8× magnification; shown are means ± SEM. **d** Dot plot showing ratios of GFP over DsRed signal intensity of different chimeras in pregnant hosts (*n* *=* 4–16; black line: median)

### Evaluating ERα in vivo function in by intraductal grafting

The surprising finding that ERα signalling appeared to have a biphasic effect on MECs depending on the developmental stage incited us to look at ERα in vivo function by an alternative approach that bypasses the need of dissociated MECs to establish themselves in the mammary fat pad because this does not happen physiologically during development and could lead to artefacts, which may confound the interpretation of the results. Human breast epithelial cells have difficulties in establishing themselves in the mouse mammary fat pad but when injected into the milk ducts they insert into the mouse mammary epithelium and proliferate there^32^. We ascertained that the same holds true for murine MECs by injecting *WT.DsRed*^*+*^ MECs intraductally into *NOD scid gamma (NSG).GFP*^*+*^ females. Five days later, *WT.DsRed*^*+*^ MECs were detected in the GFP^+^ ducts by fluorescence stereomicroscopy (Fig. 6a). Double immunofluorescence revealed that most DsRed+ cells were luminal MECs, distinct from the P63+ basal cells (Fig. 6b); about 10% of the DsRed+ cells gave rise to myoepithelial cells as identified by smooth muscle actin co-staining (Fig. 6c).

**Fig. 6:**
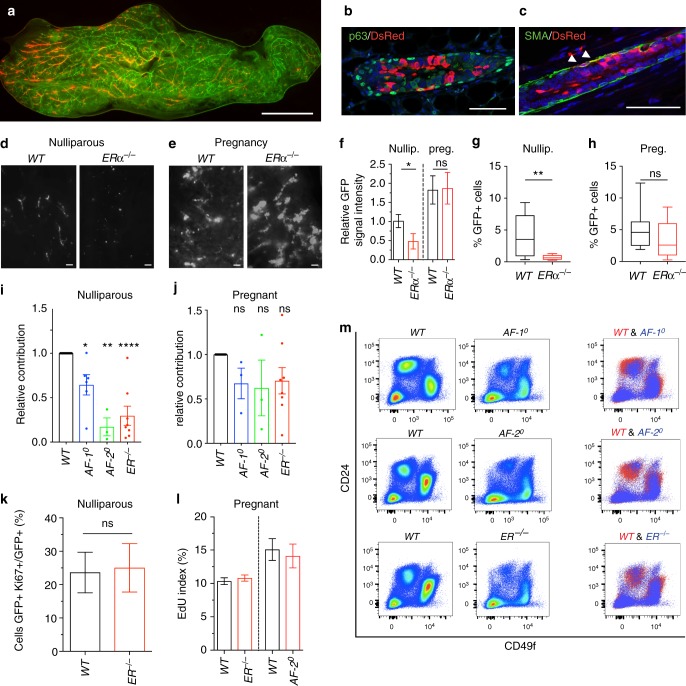
Intraductal engraftment of *WT* and *ERα*^*−/*^^−^ MECs. **a** Fluorescence stereomicrograph of *NSG.GFP*^*+*^ mammary gland 5 days after intraductal injection of *WT.DsRed*^*+*^ MECs, representative of nine successfully injected glands. Scale bar; 1 mm. **b**, **c** Double immunofluorescence with anti-P63 and anti-RFP antibodies **b** or anti-αSma and anti-RFP antibodies **c** counterstained with DAPI. Scale bars; 50 μm. Representative pictures of injected glands from three females. **d**, **e** Fluorescence stereomicrographs of contralateral mammary glands 5 days after intraductal injection with *WT.GFP*^*+*^ or *ERα*^−*/−*^*.GFP*^*+*^ in nulliparous **d** or day 16–18 pregnant host (**e**). Scale bars; 500 μm. **f** Bar plot showing relative GFP signal intensity in contralateral glands injected with *WT.GFP*^*+*^ or *ERα*^*−/*−^*.GFP*^*+*^ cells in nulliparous and pregnant recipients, (*n* = 3–6; mean ± SEM). **g**, **h** Box plots showing percentage of GFP+ cells by FACS in nulliparous **g** and pregnant **h** hosts (*n* = 8, 9). Whiskers depict minimum and maximum values, box borders lower and upper quartiles, line inside identifies the median. Student’s paired *t* test, two-tailed. **i**, **j** Bar plots overlying dot plots showing relative contribution of GFP+ cells by FACS of intraductally engrafted glands from nulliparous (**i**) and pregnant (**j**) hosts, mean ± SEM. **k** Box plot showing percentage of GFP and Ki67 double + over total GFP+ cells from contralateral *WT.GFP*^*+*^ or *ERα mutant.GFP*^*+*^ with *WT.DsRed*^*+*^ MECs chimeras in nulliparous recipients 4 weeks after engraftment (*n* = 3; mean ± SD). **l** Box plot showing the percentage of GFP and EdU double + over total GFP+ cells from contralateral inguinal mammary glands intraductally engrafted with *WT.GFP*^*+*^ or *ERα*^*−/*−^*.GFP*^*+*^ (left panel) and *WT.GFP*^*+*^ or *AF-2*^0^*.GFP*^*+*^ MECs (right panel) in pregnant recipients P12.5 (*n* = 3; mean ± SD). **m** Representative FACS plots showing CD49f and CD24 expression in Lin^-^ cells from mammary glands of *AF-1*^0^, *AF-2*^0^, *ERα*^*−/−*^ females and *WT* littermates. For both box plots, whiskers depict minimum and maximum values, borders of the box represent lower and upper quartiles, and line inside the box identifies the median. Paired two-tailed Student’s *t* test, ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, ^****^p < 0.0001, n.s. not significant

Next, we injected MECs from *WT.GFP*^*+*^ and *ERα*^*−/−*^*.GFP*^*+*^ littermates into contralateral glands and analysed them 5 days later by stereomicroscopy. The fluorescent signal from *ERα*^*−/*−^*.GFP*^*+*^ cells was consistently lower than the signal from the contralateral *WT.GFP*^*+*^ cells (Fig. 6d, f). When hosts were mated and their engrafted glands were analysed in late pregnancy, the signals became comparable (Fig. 6e, f) suggesting that *ERα*^*−/*−^ MECs caught up with their *WT* counterparts as observed in the context of the chimeric epithelial outgrowths above (Fig. 5a). Quantification of GFP+ cells by FACS revealed that *WT.GFP*^*+*^ cells represented 4.4% and *ERα*^*−/−*^*.GFP*^*+*^ cells <0.7% of the dissociated cells in virgin mice whereas at day 14.5–16.5 of pregnancy, the contributions of *WT.GFP*^*+*^ and *ERα*^*−/*−^*.GFP*^*+*^ MECs were comparable (Fig. 6g, h).

Having ascertained that the biphasic effect of ERα observed in the context of chimeric outgrowths is reproduced in the intraductal model, we evaluated the role of AF-1 and AF-2. Because of the inter-experimental variability in the cell preparations, we normalised the individual *ERα mutant* cell numbers to the contralateral *WT* cells. In the nulliparous hosts, all three *ERα mutant*s established themselves less well intraductally than their *WT* counterparts; *AF-1*^0^ MECs showed 35%, *AF-2*^0^ MECs 83%, and *ERα*^*−/−*^ MECs 70% reduction, respectively (Fig. 6i). Towards the end of pregnancy, none of the mutants differed significantly from the *WT* controls (Fig. 6j). Thus, by two distinct experimental approaches a biphasic effect of *ERα*^−*/−*^ through *AF-2*^0^ in MECs is revealed. AF-1 function which was not required for ductal elongation in the context of chimeric glands did affect the ability of MECs to establish themselves intraductally arguing that it may affect cell–cell interactions required for the insertion.

The finding that as early as 5 days after cell injection the number of *WT.GFP*^*+*^ MECs that have inserted into the ducts exceeds that of *AF-2*^0^ and *ERα*^*−/−*^ MECs by several fold, suggested that MECs require ERα to adhere and insert themselves into the host epithelium.

To assess the proliferative indices of *ERα*^*−/−*^ MECs and *WT* MECs during puberty and pregnancy we took different approaches. In one setting, we measured cell proliferation of *ERα*^*−/−*^*.GFP*^*+*^.*WT.DsRed*^*+*^ and *WT*.*GFP*^*+*^*.WT.DsRed*^*+*^ chimeras during ductal elongation by Ki67 staining because the number of *ERα*^−*/*−^ MECs obtained after intraductal injection is very low in virgin recipients. In the other setting, we injected EdU into pregnant mice, which had been intraductally engrafted with ERα^*−/−*^.GFP or *AF-2*^0^.*GFP* MECs contralateral of *WT*.*GFP* MECs and subsequently quantified the GFP and EdU double positive cells. In both scenarios the proliferative indices were comparable between *WT* and *ER* mutant MECs (Fig. 6k, l). Thus, the absence of ER does not impair cell-intrinsic proliferation.

We hypothesised that the results may related to different numbers of stem/progenitor cells present in the mutant mammary epithelia. However, because of the low number of MECs that can be isolated from the *ERα* mutant mammary glands it was not practical to FACS purify any particular subpopulations for in vivo experiments. To assess whether the luminal and basal progenitor cell populations are affected by different *ERα* mutations, we FACS profiled mammary gland cells after lineage^+^ cell depletion with CD24 and CD49f^26,33^. While the *WT* profiles were consistent between independent experiments, the *AF-1*^0^, *AF-2*^0^ and *ERα*^*−/*−^ MECs showed major shifts in both CD24 and CD49f expression, making it impossible to identify the different progenitor populations (Fig. 6m).

### ERα-dependent gene expression in mammary epithelial cells

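GFP+ cells were sorted by FACS from the mammary glands of pregnant NSG mice, an immunodeficient host strain, after WT.GFP+ and ERα−/−.GFP+ MECs had been injected into the milk ducts of contralateral glands. RNA from 3 WT.GFP+ samples and 3 ERα−/−.GFP+ samples was reverse transcribed and amplified with an ultra-low-input kit and sequenced as single-end reads. The authors aligned the reads to the mm10 assembly, counted them per gene, kept the top expressed genes in the ASAP pipeline and compared the genotypes with edgeR. The values used here are those of the authors' deposited tables, which list the differentially expressed genes only. Each listed gene has a log2 fold change, a p-value, an FDR and, for each genotype, the mean of the raw counts and the mean of the counts scaled for library size on the log2 scale (log2 CPM). No value of a single sample was used here, so the spread between replicates is not given and each difference rests on the authors' FDR. The total count per sample is not given either. Dividing the mean count by the mean CPM in the authors' deposited table gave a depth of 27190483 reads per WT.GFP+ sample, as the median over 220 genes with a mean count of at least 1000, and of 29326709 reads per ERα−/−.GFP+ sample over 140 such genes. These depths are approximate and lean upwards, since the mean of log values lies below the log of the mean. The columns name the groups only as selections, and they were matched to the genotypes by the direction that the paper gives. The direction of every fold change given here therefore comes from the paper and was not checked by another value. Esr1 itself, on chromosome 10 of GRCm38 from 4611593 to 5005614, was in neither list, so the targeted gene could not check the genotypes. Fold changes are given as ERα−/−.GFP+ over WT.GFP+, with the sign of the deposited values turned.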

To discern the molecular basis of the *ERα*^*−/−*^ MEC phenotypes, and to further test for evidence that stem cell function is impaired by abrogating ERα signalling, *WT.GFP*^*+*^ and *ERα*^*−/−*^*.GFP*^*+*^ MECs were intraductally injected to contralateral glands, isolated from pregnant hosts by FACS sorting for GFP, and analysed by RNA sequencing. Principal component analysis separated samples by *ERα* genotype (Fig. 7a). 

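In the authors' deposited tables, 566 genes were lower and 85 higher in ERα−/−.GFP+ MECs, or 86.9% and 13.1% of the listed genes. Their largest FDR was 0.0495 and their smallest absolute log2 fold change was 1.00. Of the 650 genes whose identifiers matched the GENCODE annotation of GRCm38, 587 were protein coding, 16 were pseudogenes and 14 were antisense genes. The counts of pseudogenes and antisense genes are uncertain, since reads shared with a parent gene or with the other strand could have been assigned to either. A fold change recomputed from the mean counts and the depths given for the groups differed from that of the authors' deposited table by a median of 0.02 on the log2 scale, and by at most 0.10, over the 557 genes with mean counts of at least 10 in both genotypes. In 33 genes the mean count of a genotype was at most 1, so that none of its samples had more than 3 reads. Among them were the 5 lower genes with the largest deposited fold changes, Kcnf1, Megf10, Slc6a4, 4930525G20Rik and Med9os. Against a floor of 3 reads, Kcnf1 was at least 3.96-fold lower in ERα−/−.GFP+ MECs, Megf10 at least 3.84-fold lower and Slc6a4 at least 3.36-fold lower. Of the 5 higher genes with the largest deposited fold changes, Lrtm2 was at least 2.27-fold higher, Gm29114 at least 2.27-fold higher and Gm37135 at least 1.75-fold higher. The smallest FDR in the authors' deposited table belonged to Mkx among the lower genes, with a log2 fold change of −2.70 and an FDR of 3e-04, and to Batf among the higher genes, with a log2 fold change of 1.24 and an FDR of 4e-04. Tightening the FDR to 0.001 changed the number of genes most, to 39.

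**Figure D1:**
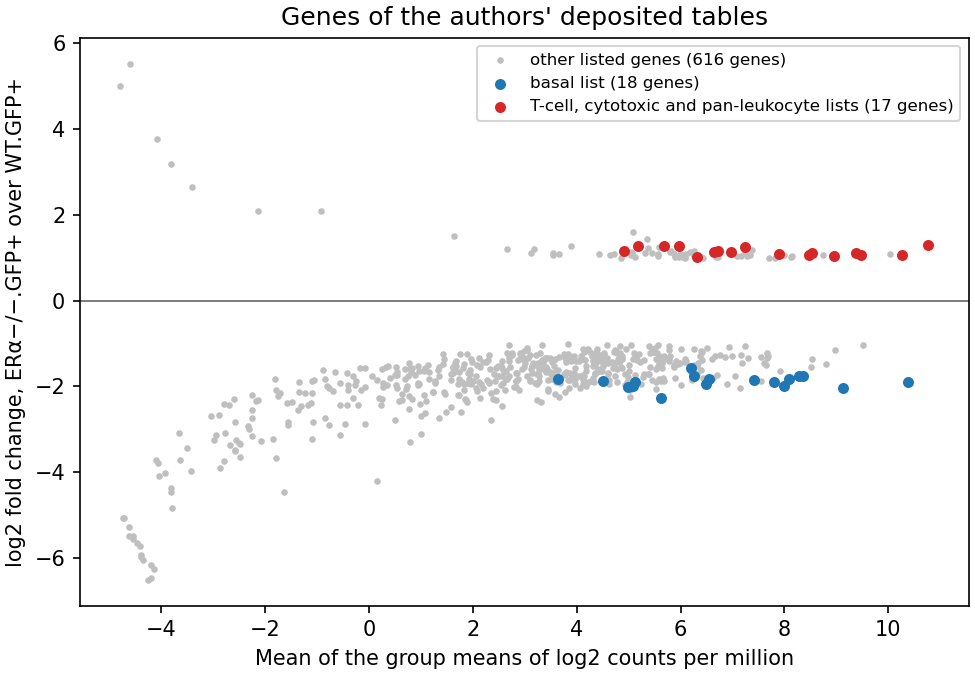
log2 fold change of ERα−/−.GFP+ over WT.GFP+ MECs for each of the 651 listed genes against the mean of the log2 CPM of both genotypes, from the authors' deposited tables. Blue points are 18 listed genes of a basal list, all below 0, red points are 17 listed genes of T-cell, cytotoxic and pan-leukocyte lists, all above 0, and grey points are the other listed genes, whose fold changes spread more widely at low expression.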

A total of 651 genes were differentially expressed, most of which were lower in the *ERα*^−*/*−^*.GFP*^*+*^ MECs (>twofold, FDR < 0.05) (Fig. 7b).

**Fig. 7:**
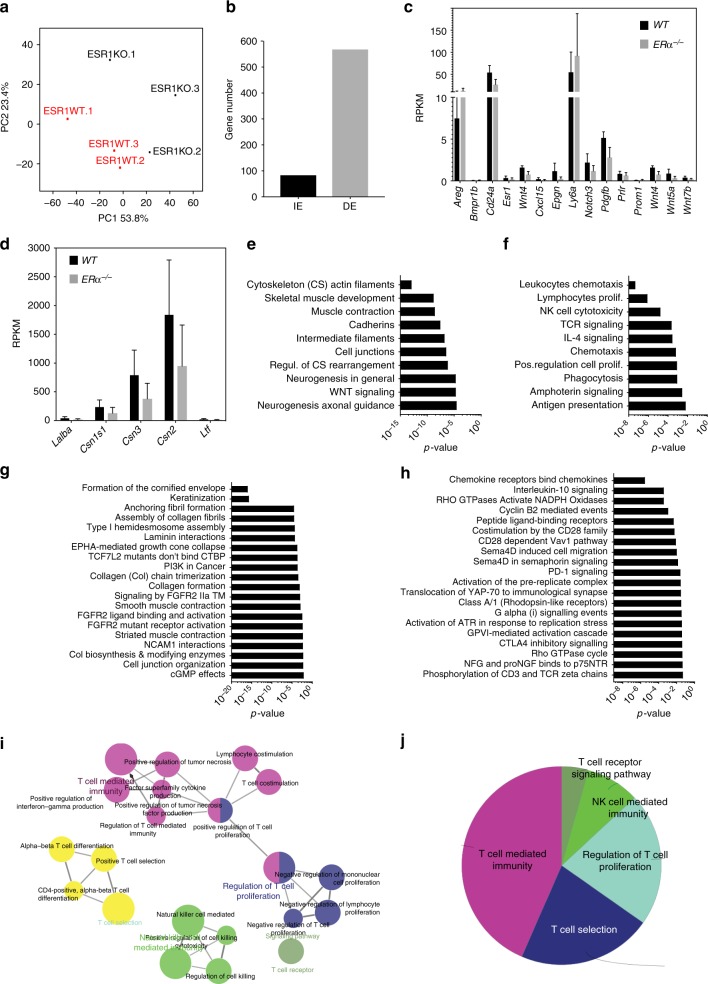
Global gene expression profile of *ERα*^*−/−*^ and *WT* MECs. **a** Principal component (PC) analysis of RNAseq data showing the importance of the *Esr1* genotype for global gene expression. **b** Bar graph showing the number of genes whose expression increased (IE) or decreased (DE) in *ERα*^*−/*−^*.GFP*^*+*^ vs. *WT.GFP*^*+*^ MECs engrafted intraductally to contralateral glands of *NSG* females and subsequently isolated by FACS-sorting from hosts during pregnancy. **c** Bar plot showing reads per kilobase million (RPKM) of ERα high, sensor cell markers expressed in *ERα*^*−/−*^*.GFP*^*+*^ and *WT.GFP*^*+*^ MECs that were engrafted intraductally to contralateral glands of *NSG* hosts and subsequently isolated by FACS-sorting from pregnant hosts. **d** Bar plot showing RPKM of milk genes expressed in FACS-sorted *ERα*^*−/*−^*.GFP*^*+*^ and *WT.GFP*^*+*^ MECs grafted intraductally and isolated from pregnant hosts. **e, f** MetaCore analysis of genes showing decreased (**e**) or increased (**f**) expression, in *ERα*^−*/−*^*.GFP*^*+*^ MECs compared to *WT.GFP*^*+*^ MECs. The most significantly enriched terms are listed with *p* value. **g**, **h** Reactome analysis of genes with decreased **g** or increased **h** expression, in *ERα*^*−/−*^*.GFP*^*+*^ MECs compared to *WT.GFP*^*+*^ MECs. The most significantly enriched terms are listed with *p* value. **i** Visual representation of GO terms with increased expression in *ERα*^−*/*−^*.GFP+* vs. *WT.GFP+* MECs by Cytoscape. **j** Pie chart showing proportions of KEGG terms among the genes with increased expression in the *ERα*^*−/−*^*.GFP*^*+*^ vs. *WT.GFP*^*+*^ MECs

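A list of 14 genes of ERα-high sensor cells held Areg, Bmpr1b, Cd24a, Esr1, Wnt4, Cxcl15, Epgn, Ly6a, Notch3, Pdgfb, Prlr, Prom1, Wnt5a and Wnt7b. Of these genes, 0 were found in either of the authors' deposited tables. The tables hold only genes past the thresholds, so this count covers neither smaller changes nor the number of genes at an unadjusted p under 0.05. Another ERα target, Pgr, on chromosome 9 from 8899833 to 8968611, was listed as lower in ERα−/−.GFP+ MECs. Its log2 fold change in the authors' deposited table was −1.92, with an FDR of 0.0107, and the authors' mean counts were 129 in WT.GFP+ and 36.3 in ERα−/−.GFP+ MECs. The fold recomputed from these means was 3.84. Pgr was 1 of the 18 genes of a luminal list that was in the tables, and the other genes of that list, Krt8 and Krt18 among them, were in neither.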

Expression levels of genes that mark ERα^high^ MECs^34^, including *Esr1* itself, were low and no significant differences were found consistent with the scarcity of ERα+ MECs in the pregnant mammary epithelium (Fig. 7c). 

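A list of 16 milk and lactation genes, which included Csn1s1, Csn2, Csn3, Lalba, Ltf and Wap, was compared with the authors' deposited tables, and 0 of the 16 genes were in either. A change of less than 2-fold, or one that did not reach the FDR threshold, would not be seen in these tables. The expression levels of these genes in either genotype were not analysed here.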

Milk protein coding genes, were highly expressed in both *WT* and *ERα*^*−/*−^ MECs (Fig. 7d) establishing that ERα is not required for functional differentiation, at least not cell intrinsically. MetaCore terms related to cytoskeleton and cell adhesion were decreased in the *ERα*^*−/−*^ MECs (Fig. 7e) providing potential molecular underpinnings for impaired intraepithelial insertion. 

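Gene families defined by the start of their symbols, which do not hold every related gene, were counted in the authors' deposited tables. In the family of actins, actinins, myosin heavy and light chains, myosin light chain kinases and tropomyosins, 9 genes were lower in ERα−/−.GFP+ MECs, which were Acta1, Acta2, Actg2, Actn1, Myh11, Myl9, Mylk, Tpm1 and Tpm2. The gene with the highest mean count among them was Acta2, on chromosome 19 from 34241090 to 34255590, at 72368 reads in WT.GFP+ and 20416 in ERα−/−.GFP+ MECs in the authors' deposited table. One family member, Myl3, was listed as higher, from an authors' mean count of 0 to 4 reads, which is a rise of at least 1.24-fold against the floor of 3 reads. At more than 4-fold, 1 gene of this family was lower, Myh11, and 1 was higher, Myl3. Acta2, Actg2, Myh11, Myl9 and Mylk also belong to a list of basal and myoepithelial genes, so they are not evidence apart from it. A smaller share of basal cells among the sorted ERα−/−.GFP+ cells could lower them too and was not excluded. Outside this family, the unconventional myosin Myo1d, named after its values were seen, was also in the lower list. Of the adhesion genes, 5 cadherins and protocadherins with Cdh or Pcdh symbols (Cdh3, Cdh6, Cdh13, Pcdh7 and Pcdhb17), 3 desmosomal genes (Dsp, Perp and Pkp1) and 1 integrin (Itga3) were lower, and none of these families of adhesion genes had a gene in the higher list. The cadherin-related Celsr2 and Fat2, outside these families and named after their values were seen, were in the lower list. The median log2 fold change in the authors' deposited table was −1.91 for the cadherins and protocadherins and −1.72 for the desmosomal genes. The division of these families between the lists did not differ from that of the other listed genes (two-sided Fisher's exact test within the listed genes, adjusted p = 1 for each). Because most listed genes were lower, a family of 9 genes that all lie in the lower list gives a raw p of 0.614 in Fisher's exact test, so the test could not separate such families.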

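Among the genes higher in ERα−/−.GFP+ MECs in the authors' deposited table were 4 CD antigens (Cd2, Cd5, Cd80 and Cd247), against 1 among the lower genes (Cd9). This division differed from that of the other listed genes (two-sided Fisher's exact test, raw p = 0.00123, adjusted p = 0.0183 over 17 families), but at an FDR under 0.01 the adjusted p was 0.174 on 2 genes. Of a pan-leukocyte list of 20 genes, 4 were listed as higher, Arhgdib, Coro1a, Rac2 and Was (raw p = 2.73e-04, adjusted p = 7.28e-04 over 8 lists, Fisher's exact test). The log2 fold changes of these 4 genes in the authors' deposited table lay between 1.05 and 1.16. Of the genes named as interleukins or their receptors, 3 were listed and each was lower, with log2 fold changes in the authors' deposited table of −1.84 for Il17b, −2.54 for Il23r and −2.90 for Il17f. Lists of 9 B-cell and 15 myeloid genes had 0 genes in the tables.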

MetaCore terms related to immune signalling were increased in *ERα*^*−/−*^ MECs (Fig. 7f). Reactome^35^ analysis revealed decreased keratinisation (Fig. 8a) and confirmed increased expression of immunity-related genes in *ERα*^*−/*−^ MECs (Fig. 7g). Moreover, Ephrin and FGFR signalling as well as ECM remodelling were decreased (Fig. 7h); all three have been implicated in pubertal growth^36,37^ but had not previously been linked to ERα signalling directly. 

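In the authors' deposited table, 9 keratin genes were lower in ERα−/−.GFP+ MECs, Krt2, Krt5, Krt6b, Krt14, Krt15, Krt16, Krt17, Krt23 and Krt42, and no keratin was higher. Their log2 fold changes ranged from −2.09 for Krt2, which had a mean count of 16.7 in WT.GFP+ and 4 in ERα−/−.GFP+ MECs, to −1.51 for Krt6b, with a median of −1.76 in the authors' deposited table. The authors' mean count of Krt14 fell from 15943 reads in WT.GFP+ to 5099 in ERα−/−.GFP+ MECs, and the FDR of its change was 0.0031 in the authors' deposited table. Krt14, Krt15, Krt16, Krt17 and Krt42 lie on chromosome 11 between 100131758 and 100269871, and reads of related keratins could have been split between them by the counting, so each single value is uncertain. Krt5, Krt14, Krt15 and Krt17 are also in the basal and myoepithelial list, so a smaller share of basal cells could lower these keratins too. Of the immunity genes, 5 of 15 members of a cytotoxic-cell list, Gzmb, Gzmk, Klrd1, Nkg7 and Prf1, were listed as higher (two-sided Fisher's exact test, raw p = 3.42e-05, adjusted p = 1.37e-04). The killer cell lectin-like receptors Klrd1, Klre1 and Klrg1 were also higher (Fisher's exact test, raw p = 0.00216, adjusted p = 0.0183), but at an FDR under 0.01 the adjusted p was 0.411 on 1 gene. Among the families, the only listed granzymes, Gzmb and Gzmk, were each higher, which is the most uneven division that 2 genes can have. Even so they did not pass the adjusted threshold (Fisher's exact test, adjusted p = 0.0717), so the test could not separate so small a family.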

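Symbol families related to these pathways had genes in the lower list of the authors' deposited tables and none in the higher list. Other members of these pathways were not checked. The Eph receptors and ephrins were Epha1, Epha2, Ephb1, Efna2 and Efna5, with log2 fold changes in the authors' deposited table between −2.37 for Ephb1 and −1.42 for Epha2. The FGF genes were Fgf1, Fgfr1, Fgfr2 and Fgfrl1, between −2.09 for Fgf1 and −1.43 for Fgfrl1. Fgfr2 lies on chromosome 7 from 130162451 to 133123350, and its mean count in the authors' deposited table was 2061 in WT.GFP+ and 584 in ERα−/−.GFP+ MECs, with an FDR of 0.0015. Of the genes of the extracellular matrix, 8 collagens (Col4a5, Col4a6, Col7a1, Col9a2, Col9a3, Col11a1, Col17a1 and Col27a1) were lower. The collagens had a median log2 fold change of −1.91 in the authors' deposited table, and Col17a1, which is also in the basal and myoepithelial list, changed most at −2.28. The semaphorin Sema3c and the plexin Plxna1 were lower as well. The adjusted p of each of these families was 1 (two-sided Fisher's exact test within the listed genes).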

GO terms and KEGG terms highlighted that the upregulated genes relate to T-cell immunity (Fig. 7i–j).

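A list of 32 T-cell genes had 8 members in the authors' deposited tables, Cd2, Cd5, Cd247, Ctla4, Sh2d1a, Themis, Trbc1 and Ubash3a, and each was higher in ERα−/−.GFP+ MECs. The division of this list between the directions differed from that of the other listed genes (two-sided Fisher's exact test, raw p = 6.28e-08, adjusted p = 5.02e-07). The log2 fold changes of these genes in the authors' deposited table lay between 1.03 for Ubash3a and 1.28 for Sh2d1a, and all listed genes had to exceed 1. Trbc1, a constant region gene of the T-cell receptor on chromosome 6 from 41538218 to 41539881, had mean counts of 6899 in WT.GFP+ and 15428 in ERα−/−.GFP+ MECs in the authors' deposited table, with an FDR of 0.0189. None of its 8 listed genes changed by more than 4-fold.

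**Figure D2:**
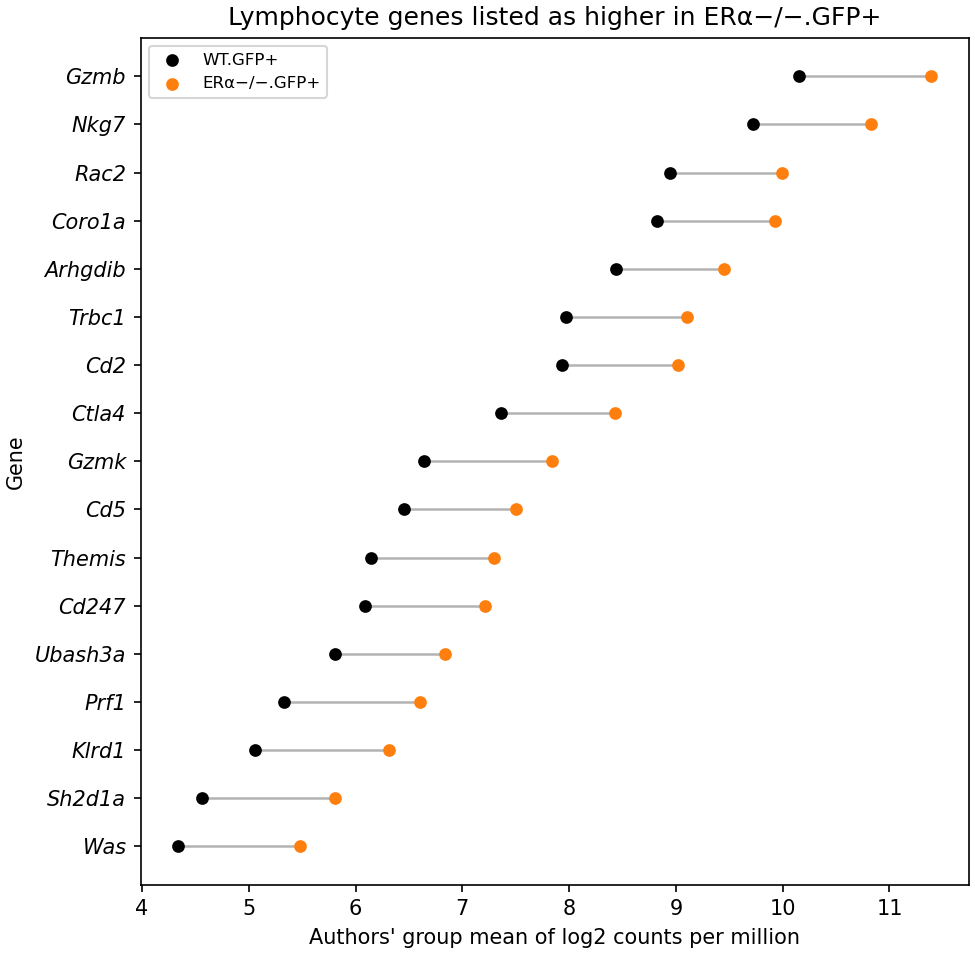
Authors' mean log2 CPM of the 17 listed genes of the T-cell, cytotoxic and pan-leukocyte lists in WT.GFP+ (black) and ERα−/−.GFP+ MECs (orange), from the authors' deposited table, with a grey line joining the genotypes. Each gene is higher in ERα−/−.GFP+ MECs, and in WT.GFP+ MECs the values run from 4.34 for Was to 10.15 for Gzmb.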

**Fig. 8:**
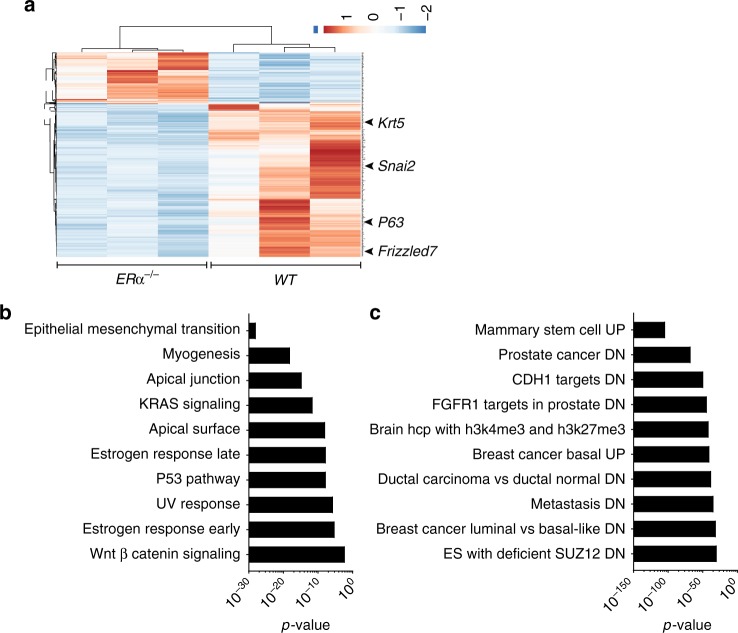
ERα-mediated control of gene expression signatures. **a** Heatmap of RNAseq transcriptomic analysis of *WT.GFP*^*+*^ and *ERα*^−*/−*^*.GFP*^*+*^ MECs that grew intraductally in NSG females contralateral glands. Row *Z* scores of genes that were differentially expressed are included. **b**, **c** Gene set enrichment analysis of genes that were down-regulated, in in *ERα*^*−/−*^*.GFP*^*+*^ MECs compared to *WT.GFP*^*+*^ control cells. By hallmark gene sets (**b**) and curated gene sets (**c**). The most significantly enriched terms with *p* values are listed

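The basal genes Krt5, Snai2, Trp63 (which encodes P63) and Fzd7 were each in the lower list of the authors' deposited tables. Krt5, on chromosome 15 of GRCm38 from 101707070 to 101712898, had authors' mean counts of 3905 in WT.GFP+ and 1230 in ERα−/−.GFP+ MECs and a log2 fold change of −1.76 with an FDR of 0.0024 in the authors' deposited table. Snai2, on chromosome 16 from 14705852 to 14709385, had mean counts of 1895 and 560 and a log2 fold change of −1.89 with an FDR of 0.0034 in the authors' deposited table. The gene Trp63, on chromosome 16 from 25683763 to 25892102, had a log2 fold change of −1.99 and an FDR of 0.0061, and Fzd7, on chromosome 1 from 59482424 to 59486955, had −2.01 and 0.0057, in the authors' deposited table. Ranked by FDR among the 566 lower genes, Krt5 was at position 68, Snai2 at 91, Fzd7 at 135 and Trp63 at 143, with ties given the smallest position. By absolute log2 fold change they were at 270, 200, 151 and 154, a ranking led by genes with few reads. Of 21 genes of a basal and myoepithelial list, which includes these 4, 18 were in the lower list and 0 in the higher list, and the other 3 were in neither. Their log2 fold changes in the authors' deposited table lay between −2.28 and −1.57, with a median of −1.88. A list of 18 genes all in the lower list gives p = 0.15 in the two-sided Fisher's exact test within the listed genes, so the test could not separate it from the other lower genes (adjusted p = 0.301).

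**Figure D3:**
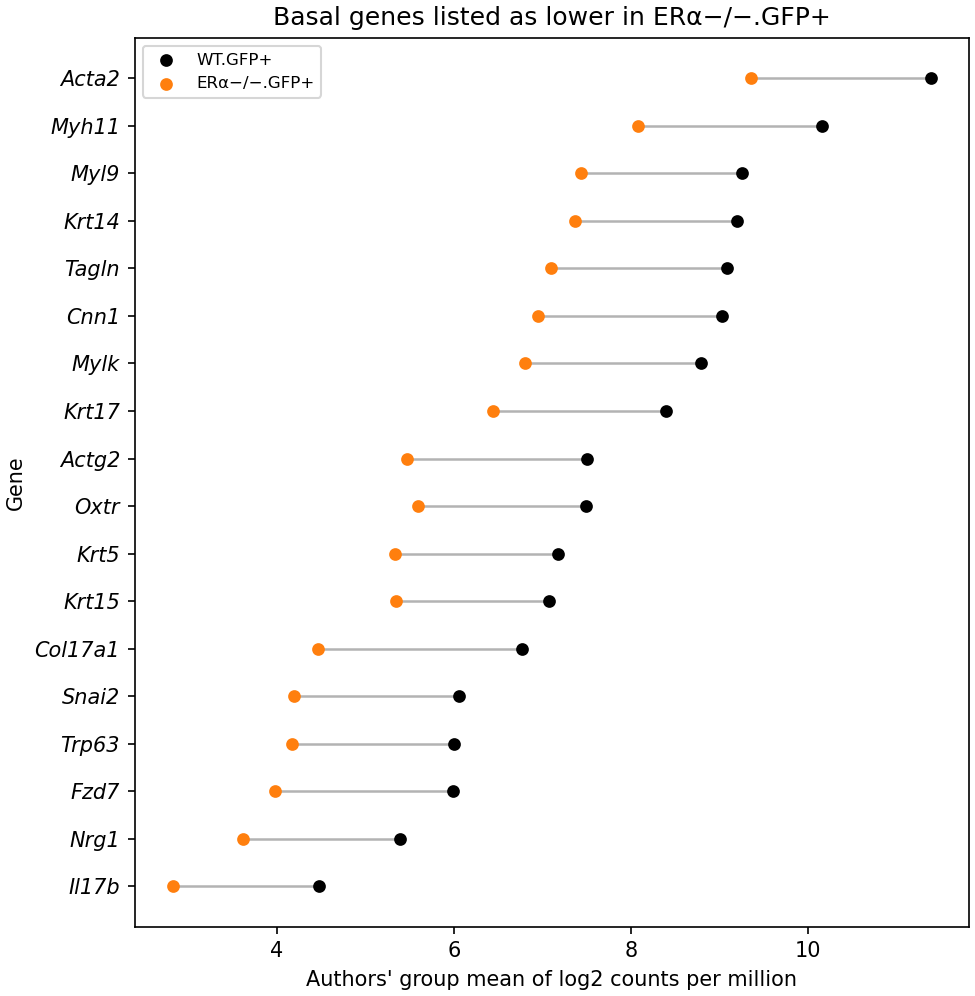
Authors' mean log2 CPM of the 18 listed genes of the basal and myoepithelial list in WT.GFP+ (black) and ERα−/−.GFP+ MECs (orange), from the authors' deposited table, with a grey line joining the genotypes. Each gene is lower in ERα−/−.GFP+ MECs, and in WT.GFP+ MECs the values run from 4.47 for Il17b to 11.39 for Acta2.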

We noticed basal markers like *Krt5*, *Snai2*, *P63* and *Frizzled7* among the most differentially expressed genes (Fig. 8a). 

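Of a list of 10 genes often used for epithelial mesenchymal transition, Snai1, Snai2, Twist1, Twist2, Zeb1, Zeb2, Vim, Cdh2, Fn1 and Cdh1, only Snai2 was in the authors' deposited tables, in the lower list. The division of this list between the directions could not be tested with 1 gene (Fisher's exact test, adjusted p = 1). Of the Wnt ligands and Frizzled receptors, 4 were lower, Fzd7, Fzd9, Wnt10a and Wnt11, with log2 fold changes in the authors' deposited table from −2.01 to −1.42. Published gene sets were not used here.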

Gene set enrichment analysis for hallmark gene sets^38^ showed that an EMT signature was most similar with *p* = 10E28 and compared to curated gene sets a mammary stem cell signature scored highest with *p* = 8E105 (Fig. 8b, c). Thus, ERα expression is not required for milk gene expression but is important for the transcriptional control of mammary stem/progenitor cell function as well as cellular interactions.

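The absolute log2 fold changes in the authors' deposited tables had a median of 1.72 among the lower genes and of 1.09 among the higher genes. The difference of 0.63 was larger than 100000 permutations of the listed genes gave (two-sided permutation test, p = 1e-05, the smallest they can give), where genes are not independent replicates. With genes whose mean count in a genotype was at most 1 set to their lower bound, the medians were 1.69 and 1.09. The paper reasons from the milk genes, which were expressed in both genotypes (Fig. 7d), that ERα is not required for their expression. After the decreased cytoskeleton and cell adhesion terms (Fig. 7e) and the basal markers and stem cell signature among the lower genes (Fig. 8a–c), it concludes that ERα matters for the transcriptional control of stem and progenitor cell function and of cellular interactions.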

### ERα status of luminal epithelial cells

Our finding that ERα has an important role in cells that appear ERα negative by IHC begged the question whether IHC may fail to detect functionally relevant ERα protein expression. Hence, we sought to detect *ERα* transcripts in situ in sections adjacent to sections assessed by IF for ERα protein expression. While ERα protein was detected in 50% of the luminal cells (Fig. 9a, c), RNAscope detected *ERα* mRNA in 80% of the luminal cells (Fig. 9b, c) indicating transcript expression in luminal cells other than the 50% ERα+ by IHC, the protein may be expressed at levels below the IHC detection limit possibly because of rapid turnover. Semi-quantitative scoring based on the number of dots per cells showed approximately 20% of the luminal cells falling into the negative, the low (1) and medium (2) categories and 40% into the high (≥3) (Fig. 9d), Of note, transcripts of the ERα target *Areg* were only detected in a subset of 15–30% of luminal cells (Fig. 9e), which we assume to be ERα^high^ sensor cells because they co-express PgR protein, here used as a proxy for ERα since the antibodies for ER do not work with RNAscope (Fig. 9e–g).

**Fig. 9:**
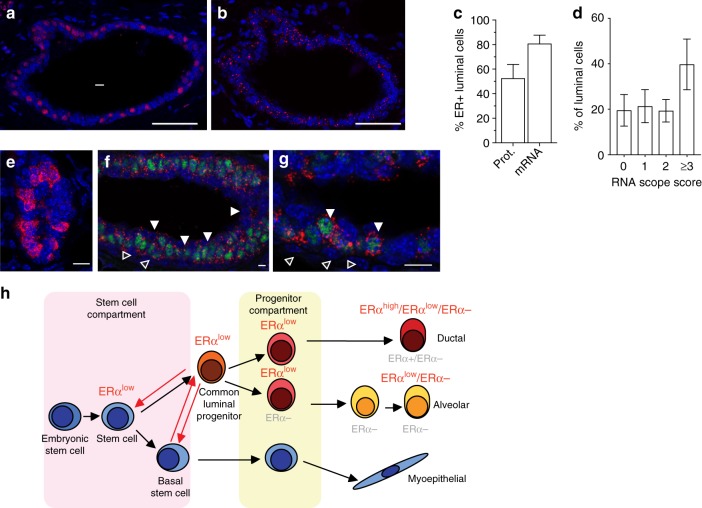
*ERα* mRNA and protein expression *ERα*^−*/−*^ and *WT* MECs. **a** ERα immunofluorescence (red) and **b** RNAscope with anti-*Esr1* probes (red) on an adjacent section counterstained with DAPI (blue) on mammary gland from 6-week-old *WT* female. Scale bars; 50 μm. **c** Bar plot showing percentage of luminal cells with detectable levels of ERα protein and *Esr1* mRNA at puberty (*n* = 5; mean ± SD). **d** Bar plot showing percentage of luminal cells with different *Esr1* RNAscope scores (*n* = 5; mean ± SD). **e** RNAscope with anti-*Areg* probes (red) counterstained with DAPI (blue) on mammary gland from 6-week-old *WT* female. Scale bar; 50 μm. **f** RNAscope with anti-*Esr1* or **g** anti-*Areg* probes (red) co-stained with anti-PgR antibody (green) and counterstained with DAPI (blue). Arrowheads point to apically-located luminal cells with *ERα* transcript but no PgR expression (**f**) and *Areg* transcript and PgR expression (**g**). Empty arrowheads point to myoepithelial cells **f**, **g**. Scale bars; 100 μm. **h** Current model of mammary stem cells and the differentiation hierarchy after Visvader, J.E. and Stingl, J.^56^. In grey: previously proposed ERα status of different MEC differentiation stages. In red: ERα status based on the present findings

Thus, with respect to ERα status, at least three different luminal cell types can be distinguished. The sensor cells, ERα+ by IHC, the responder cells, which are ERα- by IHC yet express detectable amounts of ERα transcript, and ERα negative responder cells. Sensor cells require both AF-1 and AF-2 whereas the ERα^low^ responder cells are AF-2-dependent. These three groups may represent three distinct classes of luminal epithelial cells or different zones of a gradient of different ERα expression levels.

## Discussion

The present study of the in vivo role of ERα and its subdomains AF-1 and AF-2 in the mammary epithelium reveals unexpected complexities of this signalling pathway. Contrary to current thinking that there is a dichotomy between ERα+ and ERα- luminal cells, we show that based on ER expression levels, a third luminal cell population, the ERα^low^ cells, can be distinguished. These cells have readily detectable *Esr1* transcripts but are characterised by low-level ERα protein expression, possibly attributable to high protein turnover. The percentage of luminal cells with high *Esr1* mRNA levels as determined by RNAscope amounted to 40% whereas the percentage of ERα+ cells by IHC in adjacent sections was somewhat higher with 50% suggesting that mRNA and protein levels do not directly correlate. Whether the ERα^high^ and ERα^low^ luminal cell populations that we propose correspond to the mature and progenitor sensor cells recently discerned by single cell RNA sequencing^39,40^ remains to be tested.

Similarly, whether the different ERα states mark distinct cell populations or reflect different transient and/or functional states of otherwise similar luminal cells, will need to be addressed by more in depth single cell sequencing. Lineage tracing experiments have shown that ERα+ cells only give rise to ERα+ cells^41,42^. In one approach, the prominin promoter was used to drive Cre expression and shown to be expressed in a subset of ERα^high^ cells^42^. In the other approach, a 4-kb fragment upstream of the *Esr1* transcription start site was used to drive doxycycline-inducible transgenic Cre expression; subsequently the founder was selected which showed the best overlap of Cre expression with ERα^high^ cells^41^. It will be interesting to see how the outcome would change if the ERα^low^ luminal cell populations were traced. If indeed would these cells give rise exclusively to ERα^low^ luminal cells suggesting that ERα status is fixed or they may be less differentiated and more plastic and be able to give rise also to ERα-cells.

Furthermore, it remains to be ascertained with more sensitive quantitative approaches whether ERα status is truly tripartite in the luminal epithelium or whether underlying our observations is a continuous, possibly changing gradient in ERα expression levels.

The current model, about the cellular origin of breast cancer has it that ERα+/luminal breast cancers originate from ERα+ while triple negative/basal-like breast cancers from ERα-cells. Our findings beg the question how the ERα^low^ vs. ERα^high^ luminal cells contribute to breast cancer development. Similarly, the current view of ERα as a marker of differentiation in a hierarchical model for mammary cell types appears too simple. At least when expressed at low levels, ERα may have an important role in controlling cell plasticity.

A picture emerges that links ERα function and signalling mechanisms to its expression level. ERα^high^ sensor cells require both AF-1 and AF-2 to transcribe essential paracrine mediators, like *Areg*, *Wnt4* and *Pgr1* and to induce ductal growth. It is tempting to speculate that this is a means of ensuring that the strongly pro-proliferative actions of paracrine signalling only kick in when both sufficient levels of the ER ligand itself are around and growth factor signalling is simultaneously active resulting in ER phosphorylation and activation of AF-1. ERα^low^ responder cells largely rely on AF-2 to transcriptionally control the cytoskeleton, cell adhesion, and signalling, essential for the expansion of this cell population during ductal morphogenesis with its extensive cell movements in response to paracrine signalling. The effects of AF-1 deletion appear more subtle in the responder cells. We failed to detect a phenotype in the context of chimeric epithelia during ductal outgrowth, yet the *AF-1*^0^ MECs were less efficient than their WT counterparts during intraductal engrafting suggesting that AF-1 may affect the expression of cell adhesion genes a hypothesis that seems plausible in light of the altered CD24 and CD49f expression in this mutant.

During pregnancy, *ERα*^−*/*−^ MEC populations expand more than their *WT* counterparts. However, we failed to detect a difference in proliferation indices at the specific pregnancy time point we analysed, e.g., day 12.5. Two scenarios are conceivable; either at an earlier or a later time point, f.i. during alveologenesis the *ERα* MECs have higher proliferative indices than their *WT* counterparts, this can be addressed by more detailed follow up studies. Alternatively, pregnancy-induced cell proliferation may be faster in ERα negative MECs than in ERα^low^ or ERα^high^ cells. As only 20% of the luminal cells in the WT setting are ERα negative whereas in the *ERα*^*−/−*^ MECs 100% lack ERα expression this could underlie the observed compensation in the course of pregnancy.

The opposite biological effects in puberty and pregnancy may also reflect a dose-dependent biphasic mode of action with low oestrogen levels in puberty and high levels during pregnancy triggering opposite actions. Alternatively, it may relate to the specific hormonal context, which changes dramatically from puberty to pregnancy, this concerns a multitude of hormones but is particularly striking for progesterone. In addition to changes in the levels of the ligands the concomitant loss of PgR expression, which opposes many ERα actions^43^ may have a role to play.

Previously, *ERαNeoKO* mice^44^ were suggested to be an AF-1 deficient mouse model as they transcribe a spliced mRNA that gives rise to a receptor lacking parts of the domain A and all domain B^45^. In contrast to the present finding that *ERαAF-1*^0^ mammary epithelia fail to develop alveoli, some of the *ERαNeoKO* epithelial grafts grew during pregnancy and developed alveoli^16^. It is conceivable that complete loss of ERα function in some MECs accounts for this; the activity of the resulting E1 ERα variant protein in the *ERαNeoKO* mice is animal and cell-type dependent^46^.

Our finding that all ERα signalling is AF-2-dependent provides a molecular basis for the breast specific efficacy of the widely used breast cancer therapeutic, tamoxifen, which is an AF-2 antagonist but AF-1 agonist^47^.

## Methods

### Mice

All mice were maintained and handled according to Swiss guidelines for animal safety with a 12-h-light-12-h-dark cycle, controlled temperature and food and water ad libitum. Animal experiments were performed in accordance with protocols approved by the Service de la Consommation et des Affaires Vétérinaires of Canton de Vaud, Switzerland. The *ERα*^*−/−*15^, *ERαAF-1*^[013^, *ERαAF-2*^[014^ *RAG1*^*−/−*^^48^, *C57BL/6-Tg(Act-EGFP)*^27^ and tg(CAG-DsRed*MST)1Nagy/J^28^ were maintained in *C57Bl6* background. The *NOD.Cg-Prkdcscid Il2rgtm1Wjl/SzJ* mice (*NSG*) were purchased from Jackson Laboratories. Mice were anaesthetised by intraperitoneal injection with 10 mg/kg xylazine and 90 mg/kg ketamine (Graeub).

### Transplantations and intraductal injections

For transplantations, 1 mm^3^ epithelial fragments were prepared under a fluorescence stereoscope from *GFP+* donor mice and inserted into the inguinal fat pads of 3-week-old *Rag1*^−*/*−^ females cleared of their endogenous epithelium as described^49^. To generate chimeric epithelia, 90,000 dissociated *WT.DsRed*^*+*^ mixed with 10,000 dissociated *mutant.GFP*^*+*^ cells in 10 μL of 20% growth factor reduced matrigel (BD Biosciences) were injected into cleared fat pads. Mutant and control fragments were grafted into contralateral glands. The outgrowths were analysed 10 weeks after transplantation or after impregnation of the hosts on P16–18. Progesterone and control pellets were prepared as described^50^ and inserted subcutaneously in the neck region of 12-week-old females. Intraductal injections were performed as described^32^.

### Mammary gland whole-mounts and image analysis

Mammary gland whole-mounts were performed as described^51^. Stereomicrographs were acquired using a LEICA MZ FLIII stereomicroscope with Leica MC170 HD. Fluorescence images were acquired using a LEICA M205FA fluorescence stereomicroscope with Leica DFC 340FX camera. The area of mammary fat pad filled by ducts and branching points were determined using ImageJ software. To determine the area of ​​fat pad filled with epithelium, areas with ducts were circled using ImageJ software. The total area of ​​the mammary fat pad, filled and not filled, was measured using the same method and the percentage of fat pad occupancy determined as ratio between duct area/total fat pad area. GFP and DsRed signal intensities were calculated with (integrated density_signal_ − area_signal_) × mean_background_ using ImageJ software.

### Immunofluorescence and antibodies

Glands were fixed with 4% paraformaldehyde overnight at 4 °C and embedded in paraffin. Sections measuring 4 μm were dewaxed, rehydrated and subjected to antigen retrieval with 10 mM trisodium citrate buffer, pH 6.0 for 20 min at 95 °C. Blocking of 1 h with 1% BSA was followed by incubation with primary and secondary antibodies. Primary antibodies were: rabbit anti-ERα (1:100–400; MC20, sc-542 SantaCruz), rabbit anti-PR (1:400; SP2, RM-9102 Thermo Fisher Scientific), anti-SMA (1:100; RB-9010-P0; Thermo Fisher Scientific), anti-p63 (1:100; MU418-UC; BioGenex) and rabbit anti-RFP (1:400; cat# PM005, MBL). All secondary antibodies were used at 1:500 dilutions (Molecular probes): alexa 488-conjugated anti-rabbit IgG, alexa 488-conjugated anti-goat IgG, alexa 568-conjugated anti-rabbit IgG and alexa 568-conjugated anti-mouse IgG. Nuclei were counterstained for 10 min with DAPI (Sigma) and mounted with Dabco (0718, Carl Roth). Images were acquired on confocal Zeiss LSM700 and reassembled with ImageJ software.

### RNA extraction and quantitative reverse transcription polymerase chain reaction(PCR) analysis with sequencing and bioinformatics analysis

Mammary glands #3–5 were homogenised in TRIzol (15596026, Invitrogen), total RNA was isolated using miRNeasy Micro Kit (217084, Qiagen), and cDNA synthesised with 250 ng of total RNA using SuperScript VILO cDNA synthesis kit (11754-050 Invitrogen). For high-throughput qPCR, after a step of pre-amplification PCR using TaqMan PreAmp Master Mix kit (PN 4384556A Applied Biosystems), semi-quantitative real-time PCR analysis in duplicates was performed using EvaGreen DNA-binding dye with 48.48 dynamic arrays (Fluidigm) on Biomark HD machine (Fluidigm). Primers used for the pre-amplification are composed of a mix of all primers used at a final concentration of 500 nM. Data were analysed and normalised to three housekeeping genes (*Gapdh, 36B4* and *Hprt*) using GenEx software (MultiD). Primer sequences: *Areg*, ACC AAT GAG AAC TCC GCT GCT, AAG CGA TTC GCC TTT CCC TGA, *36B4*, GAA CTT GCT GCA TAG CAG ACC, CTC CTT GCA ATC TCC CAG AG, *Hprt*, ACG AGA GGC TCA CTG CAG AC, GGA GAT TGC GGG TTT ATA ATG, *Wnt-4*, AGG AGT GCC AAT ACC AGT TCC, CAG TTC TCC ACT GCT GCA TG, *Prlr*, GAT CAT TGT GGC CGT TCT CT, CCA GCA AGT CCT CAC AGT CA, *Pgr*, AAA CTG CCC AGC ATG TCG TCT, GCT CTC GTT AGG AAG GCC CA, *Itgb1*, TTC AGA CTT CCG CAT TGG CTT TGG, TGG GCT GGT GCA GTT TTG TTC AC, *Gapdh*, CCA ATG TGT CCG TCG TGG ATC, GTT GAA GTC GCA GGA GAC AAC.

RNA was extracted from GFP + FACS-sorted cells using miRNeasy Mini Kit (Qiagen). Libraries were prepared in two steps. The first step was performed with SMART-Seq v4 ultra low input RNA Kit (Clontech). Briefly, 10 ng of RNA was reverse transcribed using a oligo dT primer flanked with a proprietary adaptor. Template switching mechanism was then used to append another proprietary adaptor on the 3′ end of the cDNA corresponding to the beginning of the mRNA molecule. A PCR specific for the aforementioned adaptors was used to create and amplify double-stranded cDNA molecules. The second step was performed with Nextera XT kit (Illumina). Briefly, tagmentation of the double-stranded cDNA with hyperactive Tn5 created fragments of a few hundred bp, flanked with Illumina proprietary adaptors. DNA was then PCR amplified with Illumina primers for eight cycles, generating final libraries of ~400 bp (insert plus adaptors). Libraries were sequenced on Illumina NextSeq 500 instrument with single-end reads of 85nt. Base calls and Illumina adaptors trimming performed using bcl2fastq v2.18. Clontech adaptors trimming performed with CLC 9. RNAseq reads were aligned to the mm10 genome assembly using the web application HTSstation^52^. For the differential RNAseq expression analysis we applied the automated analysis pipeline ASAP^53^ for 90% top expressed threshold (% of genes kept in the data frame). Lists of DE analyses were performed using edgeR package. Heatmap was generated using ClustVist^54^.

### RNA in situ hybridisation

RNAscope assay (Advanced Cell Diagnostics, Cat. No. 323110) was performed according to manufacturer’s protocol on 4 μm deparaffinized sections and hybridised with probes: *Mm-Esr1* (ACD, Cat. No. 432861), Mm-Areg (ACD, Cat. No. 430501), Mm-Ppib (ACD, Cat. No. 313911, positive control) and DapB (ACD, Cat. No. 310043, negative control) at 40 °C for 2h and revealed with TSA Plus-Cy3 (Perkin Elmer, Cat. No. NEL744001KT). Rabbit anti-PgR (1:400, clone SP2, Thermo Fisher, Cat. No.: RM-9102-P) and rabbit anti-ERα (1:100; MC20, sc-542 SantaCruz) was incubated overnight at 4 °C and detected with Alexa 488 or Alexa 568 conjugated goat anti-rabbit (1:1000, Life Technology), respectively. Images were captured on confocal Zeiss LSM700 and spots quantified using QuPath and an in-house script, code available from O. Burri at the Bioimaging and Optics platform, EPFL, based on the guide for RNAscope Data Analysis.

### Hormone measurements

Testosterone, androstenedione, 17α-hydroxyprogesterone, corticosterone, 11-deoxycorticosterone and progesterone levels were measured by LC–MS High Resolution (Q-Exactive, ThermoFisher Scientific). Frozen plasma samples were thawed, vortex mixed, centrifuged at 33,000*g* for 5 min. An aliquot of 50–100 µL was spiked with 10 µL of internal standards. After diluting the samples with 5% (w/v) phosphoric acid, the analytes were purified using a solid phase extraction (Oasis MCX 96-well plate, Waters). The washing steps were 5% (w/v) NH_4_OH and 20% (v/v) methanol. The separation column was an Acquity UPLC HSS T3 column (1.8 µm, 1.0 × 100 mm, Waters), the mobile phase comprised H_2_O and 0.01% formic acid in methanol. The liquid chromatography system was coupled to a Q-Exactive Orbitrap mass spectrometer (Thermo Scientific) using a full scan acquisition. The calibrants were certified standards (ChromSystems). Estradiol was extracted from 100 to 200 µL plasma with ethyl acetate: hexane (3:2). The upper organic layer was evaporated under nitrogen followed by derivatization with dansyl chloride. The separative column was a Zorbax Eclipse Plus RRHD C18 (Agilent); analysis was carried out on a 6495 Triple Quad LC/MS–MS (Agilent)^55^.

### Fluorescence activated cell sorting

Mammary glands were pooled for the preparation of single cell suspensions and processed for flow cytometry as described^34^. The following conjugated antibodies were used: anti-CD24-PE-Cy7 (560536, BD Pharmingen), anti-CD49f-APC (313616, Biolegend), anti-CD31-BV421 (563356, BD Pharmingen), anti-CD45-BV421 (563890, BD Pharmingen) and anti-Ter119-BV421 (563998, BD Pharmingen). Mammary epithelial cells were sorted on a FACSAria flow cytometer (Becton Dickinson) or analysed on LSRII flow cytometer analyser (Becton Dickinson).

### Statistical analysis

Statistical analyses were performed with Prism7 software (GraphPad). Data are shown as means ± SD, or as otherwise specified. Statistical significance is indicated as follows ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, ^****^p < 0.0001, n.s. not significant.

## Electronic supplementary material

Supplementary Information

Peer Review File

## Data Availability

The transcriptomics data have been deposited in the Gene Expression Omnibus database under accession code GSE103664;.

# Supplementary material for: Oestrogen receptor α AF-1 and AF-2 domains have cell population-specific functions in the mammary epithelium
**Source:** Nat Commun. 2018 Nov 9;9:4723. doi: 10.1038/s41467-018-07175-0
**Supplement:** Supplementary file 1 — Supplementary Information

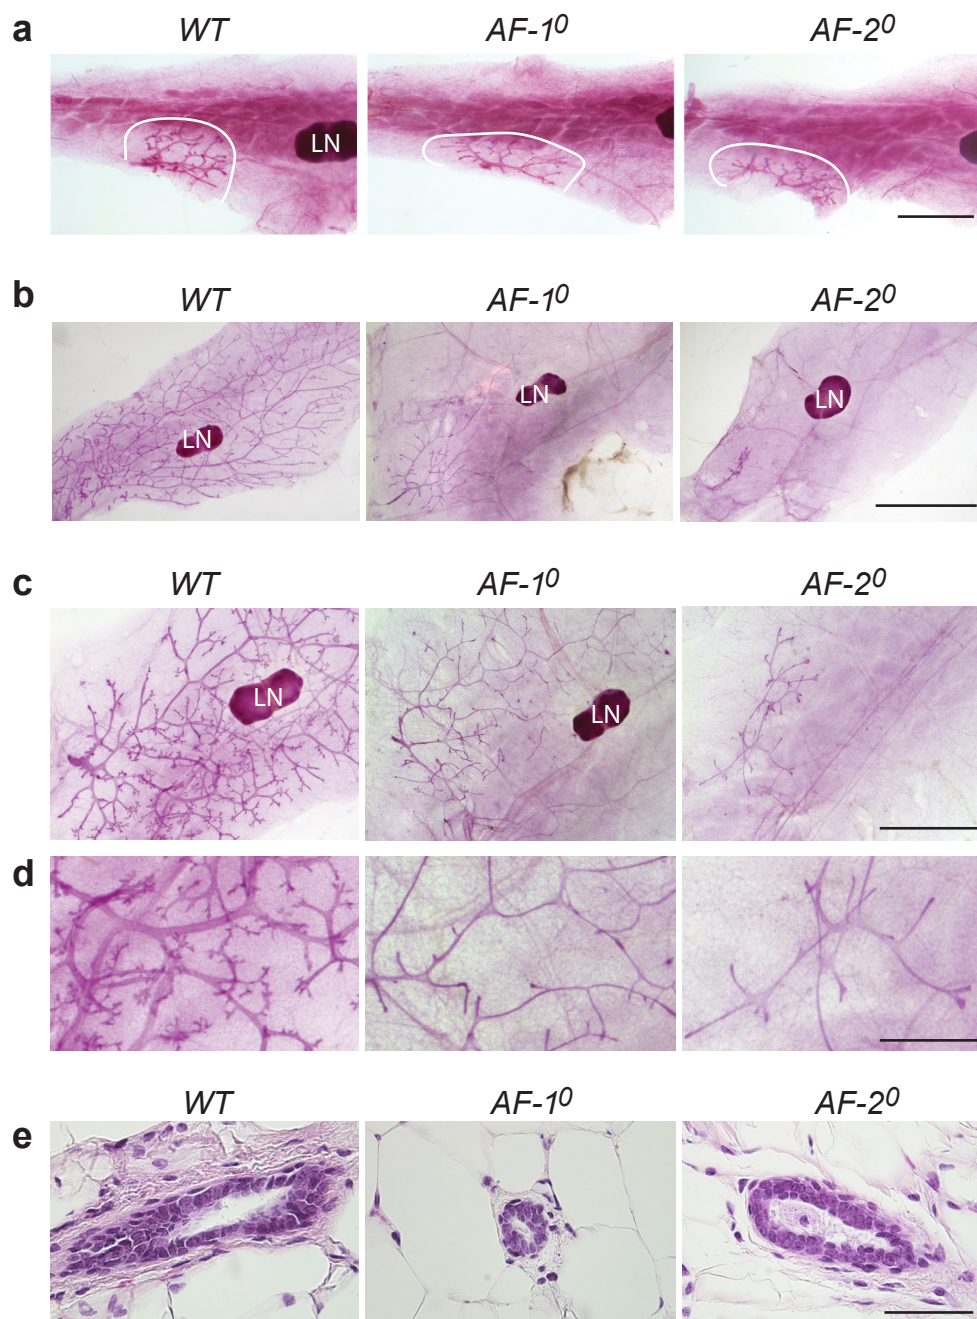

**Supplementary Figure 1. Mammary gland phenotype of *AF-1<sup>0</sup>* and *AF-2<sup>0</sup>* mice.**

**a** Stereo micrographs of mammary glands from 3-week-old WT, *AF-1<sup>0</sup>* and *AF-2<sup>0</sup>* females. Scale bars: 4 mm. **b** Stereo micrographs of adult, 8 to 12-week-old, WT, *AF-1<sup>0</sup>* and *AF-2<sup>0</sup>* females. Scale bars; 4 mm. **c** Stereo micrographs of adult (>13-week-old) WT, *ERαAF-1<sup>0</sup>* and *ERαAF-2<sup>0</sup>* females. Scale bars: 6 mm. **d** Higher magnification, scale bars: 2 mm. **e** H&E stained sections of mammary glands from 3-week-old WT, *AF-1<sup>0</sup>*, and *AF-2<sup>0</sup>* mice. Scale bar; 50 μm. LN: subiliac lymph node.

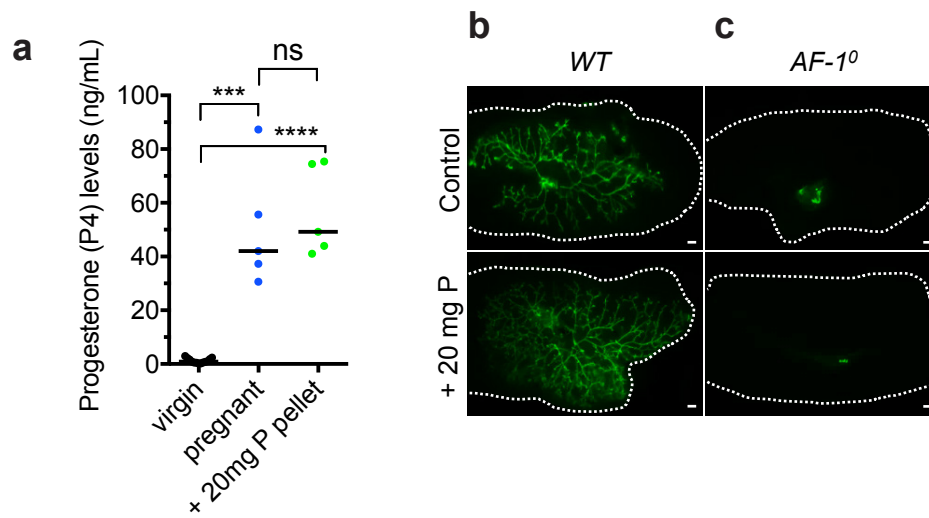

**Supplementary Figure 2. Effect of *in vivo* progesterone exposure on *AF-1<sup>0</sup>* mammary epithelia.**

**a** Dot plots showing plasma levels of progesterone determined by LC/MS in virgin, pregnant, and progesterone-treated animals (n=5-7). Horizontal lines depict median, Student's unpaired t-test, two-tailed. **b, c** Fluorescence stereomicrographs of contralateral inguinal mammary fat pads engrafted with mammary epithelium from *WT* and *AF-1<sup>0</sup>* littermates. Scale bar; 100  $\mu$ m. Control and progesterone-treated recipients are shown.

How the deposited data were processed for this re-analysis (not part of the article)

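RNA from GFP+ cells sorted from the glands of pregnant NSG hosts was sequenced for 3 WT.GFP+ samples and 3 ERα−/−.GFP+ samples, from MECs injected into contralateral glands. The labels number the samples 2, 3 and 5 for WT.GFP+ and 2, 4 and 6 for ERα−/−.GFP+. The authors aligned single-end reads to mm10 with HTSstation, counted them per gene, kept the top expressed genes and ran edgeR in the ASAP pipeline. The paper's text names neither the counter, nor the annotation, nor whether strand was used. The authors deposited the genes past their thresholds, more than 2-fold at an FDR under 0.05. The deposited log2 fold change is the authors' edgeR estimate, and the deposited log2 CPM is the authors' mean over the samples of a genotype. The deposited p-value and FDR are those of the authors' edgeR test, with the FDR rounded to 4 decimals, so that positions by FDR can tie. The deposited mean count is the authors' mean of the raw counts of a genotype, as each value times 3 was a whole number.

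The columns name the groups only as selections. The genotype of each selection was taken from the paper, which states that most genes were lower in ERα−/−.GFP+ MECs and shows Krt5, Snai2, P63 and Frizzled7 as lower (Fig. 8a); these 4 genes lie in the larger list. The direction is therefore not an independent result. Fold changes were turned to ERα−/−.GFP+ over WT.GFP+. The deposited lists name the directions in the opposite sense.

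Everything after the deposited tables was computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Positions and biotypes came from GENCODE release M21 for GRCm38, matched by Ensembl identifier for 650 of 651 genes. Depth per group was the median of the mean count over the mean CPM of genes with a mean count of at least 1000, which gave 27190483 reads for WT.GFP+ and 29326709 for ERα−/−.GFP+. A fold change was recomputed from the mean counts and these depths. Where the mean count of a genotype was at most 1, it was set to a floor of 3 reads and the fold given as a lower bound. Floors cover counting error only.

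Before the data were examined, 16 marker lists and 18 symbol families were written, and each was compared between the lower and the higher list with a two-sided Fisher's exact test. The background was the 651 listed genes, since only these could be drawn, and p was adjusted by the Benjamini-Hochberg method over the 8 lists and over the 17 families with a listed gene. The lists cover basal, luminal, milk, ERα-high (Fig. 7c), ERα target, T-cell, cytotoxic, B-cell, myeloid, pan-leukocyte, proliferation, epithelial mesenchymal transition, endothelial, fibroblast and adipocyte genes and the basal genes of Fig. 8a. Lists of 16 proliferation, 7 endothelial, 6 fibroblast and 5 adipocyte genes had 0 listed genes, and so had the family of H2 genes. Of 4 ERα targets, Pgr was listed. The tests were run on 200 simulated lists of 12 genes with 10 drawn from the higher list, of which 100% were found at an adjusted p under 0.05, on 200 with 10 drawn from the lower list, of which 0% were found, so that the test has no power for lower lists of this size, and on 1000 random lists, of which 0.9% had a raw p under 0.05. Medians were compared with 100000 permutations and a fixed seed of 1, and this was tested with fewer permutations on 50 simulated pairs with a known shift (98% found) and 50 without one (4% called).

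The named genes were chosen by a rule set at the same time: the genes the paper names for the sequencing, the 5 genes with the largest absolute fold change and the 5 with the smallest FDR in each list, and listed members of the marker lists and families. Genes near Esr1 and near-identical copies were named after their values were seen. Alternatives set along with the lists were an FDR under 0.01 or 0.001, a change of more than 4-fold, symbols counted once, genes above the lower quartile of mean expression, lists without the genes the paper names, and ranks by fold change. Fits without each replicate, other normalizations and other groupings of the samples need values per sample and were not run.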

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

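The explanations were tested only after these results had been seen, and all directions rest on the paper, as the columns name no genotype.

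Lymphocyte transcripts were abundant in both genotypes, in cells sorted for GFP, and the paper does not report their level in WT.GFP+ MECs. In the authors' deposited table the mean count of Gzmb was 31309 in WT.GFP+ and 83015 in ERα−/−.GFP+ MECs, that of Nkg7 was 23269 and 51237, and that of Coro1a was 12158 and 27905. Of the 67 genes of the T-cell, cytotoxic and pan-leukocyte lists, which share 0 genes, 17 were listed, all as higher (two-sided Fisher's exact test of the lists together, p = 2.07e-16). These 17 genes held 0.444% of the reads in WT.GFP+ and 0.969% in ERα−/−.GFP+ MECs. A difference in depth is argued against, since the depths differed by a factor of 1.08. The reads freed by the lower genes were 2.1% of a library, which would raise other genes by 2.14% and not by 2-fold. This value covers the listed genes only, so reads freed by genes outside the lists are not counted and are not excluded. A candidate explanation is that GFP+ lymphocytes were among the sorted cells, more of them in the ERα−/−.GFP+ samples; the donors carry GFP under an actin promoter and the hosts are immunodeficient. The paper's flow cytometry methods list antibodies against CD31, CD45 and Ter119, while its RNA sequencing sentences name only the sort for GFP, so the text does not say whether leukocytes were excluded. The Fisher test cannot decide this, because the lists that make up the pattern also make up the test, and only called genes are in the tables. Expression of these genes by the engrafted epithelial cells of the ERα−/−.GFP+ genotype stays open and was not tested.

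Il17f and Il23r, interleukin genes that the paper does not report for these samples, were listed as lower in ERα−/−.GFP+ MECs, with log2 fold changes of −2.90 and −2.54 in the authors' deposited table. A single factor for all lymphocyte RNA would move them upwards, and the higher of their fold changes was −2.54. Il17f fell to a mean count of 3.67 reads, near the floor. Il23r stayed above the floor, with mean counts of 113 in WT.GFP+ and 20.3 in ERα−/−.GFP+ MECs and an FDR of 8e-04 in the authors' deposited table. Such a factor is not excluded for the other genes, because both genes were picked out after their values were seen. Different kinds of lymphocytes may change in different ways, and an effect of the genotype on these genes stays open, and neither was tested.

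Pgr was listed as lower, with a log2 fold change of −1.92 in the authors' deposited table, from a mean count of 129 to 36.3, well above the floor. The paper does not report Pgr for these samples. The size of its change lay at the 67.5th percentile of the lower list. This position tests neither a change of the cell mixture nor lower transcription of Pgr in the same cells, since it is a position among genes already selected as lower and neither explanation forbids any value of it. Both stay open, the latter as a biological effect of the genotype.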

How the results depend on the processing

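Each alternative was applied to the listed genes only, so it can only remove genes. At an FDR under 0.01, 228 genes were left, 203 lower and 25 higher, and at 0.001 there were 39, of which 36 were lower and 3 higher. At more than 4-fold, 160 were left, 153 lower and 7 higher. These falls follow from the stricter thresholds. The 4-fold cut used the deposited fold changes. Of the higher genes it left, Gm37135, Myl3, Phex, Lrtm2 and Gm29114 had a mean count of at most 1 in WT.GFP+ MECs. Their lower bounds ran from 1.24-fold to 2.27-fold, so a change past 4-fold is not shown for them. In the whole lower list, 28 genes had a genotype with a mean count of at most 1. Symbols counted once gave 651 genes, as no symbol was listed more than once, and 488 lay above the lower quartile of mean expression. After the data were examined, the fold change was recomputed from mean counts, which left 635 genes past 2-fold, 69 of them higher, and 623 genes had a mean count of at least 10 in the group with more reads.

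The T-cell, cytotoxic and pan-leukocyte lists passed an adjusted p of 0.05 under an FDR under 0.01 and above the lower quartile, with adjusted p of 6.92e-04 and 2.49e-06 for the T-cell list, 0.00236 and 3.74e-04 for the cytotoxic list and 0.00236 and 0.00163 for the pan-leukocyte list. Leaving out the genes the paper names removed no listed gene of these lists, so it tests nothing for them. At more than 4-fold, 0 lists passed, because no listed gene of these lists is left. The families passing numbered 0 under an FDR under 0.01 and 0 at more than 4-fold, where fewer genes are left: at an FDR under 0.01, the CD antigens had an adjusted p of 0.174 and the killer cell lectin-like receptors 0.411, against 0.0336 for each above the lower quartile. At more than 4-fold, the symbol family of actins, myosin chains and tropomyosins had 1 lower and 1 higher gene, so that their share of higher genes was above that of the other listed genes and not below it as before (adjusted p = 0.859, Fisher's exact test). This shows no change of direction, since the higher gene, Myl3, has a mean count of 0 in WT.GFP+ MECs and is a bound. The difference in median absolute log2 fold change between the lists was 0.72 at an FDR under 0.01 and 0.49 above the lower quartile. It was 0.60 with genes whose mean count in a genotype was at most 1 set to their bound. This last setting was added after the data were examined. Each difference was at the smallest p the permutations give.

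By absolute log2 fold change in place of FDR, the best position of the 4 basal genes moved from 68 to 151, with Krt5 at 270 and Snai2 at 200. Genes with few reads lead the ranking by fold change.

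No paired analysis was possible because the tables hold no values per sample, and of the numbers in the sample labels the genotypes share only 2, although the MECs were injected into contralateral glands. Fits without each replicate, DESeq2 size factors and other groupings of the samples were not run for the same reason. The depth limits the genes with few reads: in 33 genes the mean count of a genotype was at most 1, and their fold changes are bounds.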

Differences from the paper's values

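None of the 3 gene counts compared with the paper differed by more than 1.5 times. The counts come from the authors' own lists, so this is no independent test. The paper's counts of 570 lower and 80 higher genes were read off a bar graph. The paper describes Krt5, Snai2, P63 and Frizzled7 as being among the genes that differed most (Fig. 8a). In the authors' deposited table they were at positions 68, 91, 143 and 135 by FDR and 270, 200, 154 and 151 by absolute log2 fold change among 566 lower genes. Genes with few reads lead the positions by fold change, such as Kcnf1, with mean counts of 11 in WT.GFP+ and 0 in ERα−/−.GFP+ MECs. Among lower genes with a WT.GFP+ mean count of at least 1000, 152 genes outside the basal list had a median absolute log2 fold change of 1.47, from 1.03 to 2.26. Krt5 was at 1.76, Snai2 at 1.89, Trp63 at 1.99 and Fzd7 at 2.01, each with such a count.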

Other observations

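The tests of transcript length, of GC content and of the share of listed genes near Esr1 were set before their results were seen, and the other tests after.

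Basal genes were lower in ERα−/−.GFP+ MECs as a group. Of 21 genes of the basal list 18 were listed as lower, against 1 of 18 of the luminal list (two-sided Fisher's exact test, p = 4.06e-07). One hypothesis is a smaller share of basal cells among the sorted ERα−/−.GFP+ cells, and another is a loss of the basal programme within the cells. The test cannot tell these apart, since both lower basal genes and not luminal genes, and genes outside the tables exclude nothing. A dilution of all epithelial RNA alike, by RNA of other cells, is argued against as the whole cause: among lower genes with a WT.GFP+ mean count of at least 1000, 17 basal genes had a median absolute log2 fold change of 1.89 and 152 other genes one of 1.47, from 1.03 to 2.26 (two-sided permutation test, p = 2e-05).

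Most listed genes were lower. Across 431 genes of the lower list with a WT.GFP+ mean count of at least 100, the absolute log2 fold change and the exonic length had a Spearman's rho of 0.0948 (permutation p = 0.0505), where genes are not independent replicates, and the median length was 4503 bases in the lower and 2584 in the higher list (permutation p = 7e-05). With the GC content of the longest transcript rho was −0.196 (permutation p = 8e-05), and the median GC content was 51.6% and 51.3% (permutation p = 0.825). Only one part of each prediction held, so neither bias is settled by these values. Flanking DNA of another strain around the mutated Esr1 locus is argued against as the cause of the whole pattern, since 8 of the 651 genes, or 1.23%, lie within 20 Mb of Esr1, 642 lie elsewhere and 1 has no position in the annotation.

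Those 8 genes, named after their values were seen, are Ppp1r14c, Samd5, Nhsl1, Perp, Vnn1, Moxd1, H60b and Gm26740, of which 6 were lower and 2, H60b and Gm26740, higher, with Vnn1 at a log2 fold change of −4.47 in the authors' deposited table. Of the 587 protein-coding listed genes 7 lie in this window, against 3.2 from the share of the annotation there (two-sided exact binomial test, p = 0.044). Whether flanking DNA of another strain around the mutated Esr1 locus lies behind them cannot be told apart from a local effect of expression, since all annotated genes, and not those expressed in MECs, were the background.

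Of the listed genes that are copies of each other, named after their values were seen, the processed pseudogenes had log2 fold changes close to those of their parents in the authors' deposited table, with a difference of 0.0424 between Cd9 and Cd9-ps and of 0.0392 between Hspb1 and Hsp25-ps1. The paralogs Clca3a1 and Clca3a2 differed by 0.0192, and Duxbl1 and Duxbl2, with few reads, by 0.263. Duxbl1 had a mean count of 1 in ERα−/−.GFP+ MECs, so its fold change is a bound and its difference from Duxbl2 is uncertain. Reads shared between a gene and its copy may account for the values of the pseudogenes, but these pairs were chosen for the pattern, and separate transcription of the copies stays open.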
